# Dynamic changes of the Prf/Pto tomato resistance complex following effector recognition

**DOI:** 10.1038/s41467-023-38103-6

**Published:** 2023-05-04

**Authors:** Arsheed H. Sheikh, Iosif Zacharia, Alonso J. Pardal, Ana Dominguez-Ferreras, Daniela J. Sueldo, Jung-Gun Kim, Alexi Balmuth, Jose R. Gutierrez, Brendon F. Conlan, Najeeb Ullah, Olivia M. Nippe, Anil M. Girija, Chih-Hang Wu, Guido Sessa, Alexandra M. E. Jones, Murray R. Grant, Miriam L. Gifford, Mary Beth Mudgett, John P. Rathjen, Vardis Ntoukakis

**Keywords:** Kinases, Effectors in plant pathology, Plant immunology

## Abstract

In both plants and animals, nucleotide-binding leucine-rich repeat (NLR) immune receptors play critical roles in pathogen recognition and activation of innate immunity. In plants, NLRs recognise pathogen-derived effector proteins and initiate effector-triggered immunity (ETI). However, the molecular mechanisms that link NLR-mediated effector recognition and downstream signalling are not fully understood. By exploiting the well-characterised tomato Prf/Pto NLR resistance complex, we identified the 14-3-3 proteins TFT1 and TFT3 as interacting partners of both the NLR complex and the protein kinase MAPKKKα. Moreover, we identified the helper NRC proteins (NLR-required for cell death) as integral components of the Prf /Pto NLR recognition complex. Notably our studies revealed that TFTs and NRCs interact with distinct modules of the NLR complex and, following effector recognition, dissociate facilitating downstream signalling. Thus, our data provide a mechanistic link between activation of immune receptors and initiation of downstream signalling cascades.

## Abstract (web summary)

Both plant and animals utilize resistant proteins to recognise pathogens. In this work the authors illustrate how bacterial perception by a tomato resistant protein is communicated in order to protect plants against pathogens.

## Introduction

Plants have evolved two major strategies to mount an immune response against pathogenic bacteria^1^. The first level of immunity is activated by conserved microbial factors called MAMPs (microbe-associated molecular patterns), recognized by membrane-localised pattern recognition receptors (PRRs). Following recognition, MAMP-triggered immunity (MTI) is activated and communicated by an array of downstream signalling responses including production of reactive oxygen species (ROS), activation of mitogen-activated protein kinases (MAPKs), chromatin remodelling and activation of defence genes^2,3^. To overcome MTI, pathogens translocate a repertoire of virulence proteins called effectors to their hosts to overcome immunity by targeting various signalling modules. To counteract the action of effectors, plants have evolved cytosolic resistance (R) proteins capable of recognising effectors and generating a defence referred to as effector-triggered immunity (ETI)^1^. Intracellular R proteins typically contain a central nucleotide-binding (NB) domain and a C-terminal leucine rich repeats (LRR) domain but have variable N-terminal domains (NLRs). ETI is very robust and usually leads to strong and prolonged activation of MAPKs^4^, culminating in the activation of programmed cell death (PCD) which restricts the growth of pathogens^5^. Recent advances have demonstrated that NLR activation induces oligomerisation and the formation of high molecular weight complexes, the resistosomes^6–8^. An additional level of ETI complexity has been proposed wherein a group of helper NLR proteins are not directly involved in effector recognition but rather have evolved to mediate signalling from multiple sensor NLRs^9–11^.

In tomato (*Solanum lycopersicum*), the NLR receptor complex Prf/Pto^12^ recognises the *Pseudomonas syringae* pv. *tomato* (*Pst* DC3000) bacterial effectors AvrPto and AvrPtoB that target multiple PRRs^13,14^. Prf is a NLR protein with an unusual N-terminal domain, a Solanaceae (SD) domain, a coiled-coil (CC) domain and a classical NB-LRR domain. Pto is a serine/threonine kinase which directly binds AvrPto and AvrPtoB and initiates downstream signalling through a partially understood mechanism^12,15^. The N-terminal domain of Prf serves as a platform for Prf oligomerisation and interaction with Pto^16^ bringing two molecules of Pto into close proximity and holding them in an inactive conformation in the absence of the effectors^17^. Effector binding by the sensor Pto removes the Prf-imposed negative regulation and causes disruption of the Pto kinase P + 1 loop^18^. This de-repression activates a second Pto kinase within the same Prf/Pto complex, the helper, which then transphosphorylates the sensor kinase at T199, thereby fully activating the complex^17^. Activation of the Prf/Pto complex leads to activation of MAPK signalling cascades^19^. Two MAPKKKs, MAPKKKα and MAPKKKε, are activated following effector recognition by the Prf/Pto complex^20^^,^^21^. Furthermore, two distinct MAPKs, MPK2 and MPK3, which are tomato orthologs of SIPK and WIPK, are reported to be activated by MAPKKKα in *N. benthamiana*^22^. One possible mechanism by which MAPKKK activation might be regulated following activation of the Prf/Pto complex was attributed to the function of 14-3-3 proteins^23^.

14-3-3 proteins are conserved eukaryote-specific proteins which act as phosphorylation sensors. They bind to their target proteins by sensing their phosphorylation status and modulate their function. 14-3-3 proteins can regulate either the dynamics of protein-protein interactions or the subcellular localization of target proteins^24^. They can also act as scaffolds to bridge two proteins^25^. The tomato 14-3-3 (TFT) isoform TFT7 positively regulates PCD mediated by multiple NLRs including Prf. TFT7 interacts with the C-terminus of MAPKKKα to induce PCD, most likely by regulating its stability^19^. TFT7 also interacts with the downstream MKK2, to positively regulate PCD^26^. Despite the proposed role of MAPKs and TFTs in Prf/Pto- mediated signalling, it is not known how effector recognition from the NLR complex is transduced to MAPKKK activation. Furthermore, two helper NLRs called NRCs (NLR-required for cell death proteins), NRC2 and NRC3, were also found to be necessary for cell death following activation of the Prf/Pto complex^9,27^ and were shown to form resistosomes^28^. However, is not yet clear if these helper NRCs directly interact with Prf or other components of the Prf/Pto complex.

Here we show that TFT proteins and NRCs interact with distinct components of the Prf/Pto complex. We provide evidence that TFT proteins interact with Pto and MAPKKKα while NRCs interact with Prf. Moreover, we show that following AvrPto/AvrPtoB effector recognition the Prf/Pto complex dissociates into distinct modules. The Prf-Pto and TFT-MAPKKKα interactions remain intact while the Prf-Prf, Prf-NRCs and Pto-TFT interactions dissociate. We propose a model where dissociation of MAPKKKα from the Prf/Pto complex relieves the negative repression of MAPKKKα, allowing activation of the downstream MAPK pathway, while at the same time NRCs dissociate from Prf potentially enabling resistosome formation.

## Results

### Tomato 14-3-3 proteins interact with Pto and downstream MAPKKKs

The tomato 14-3-3 protein TFT7 was previously shown to interact with MAPKs and positively regulate Pto-mediated PCD^19,26^. In order to determine whether TFT proteins physically interact with components of the Prf/Pto complex, we performed a series of co-immunoprecipitation and split-luciferase experiments with Pto or Prf and the tomato TFT isoforms (TFT1 to TFT11) in *N. benthamiana*. We found that Pto preferentially interacted with TFT1 and TFT3 (Fig. 1a and Supplementary Fig. 1a). By contrast, Prf did not interact with TFT1 or TFT3 (Supplementary Fig. 1b). Further, co-immunoprecipitations showed that Pto interaction with TFT1 was diminished once TFT3 was co-expressed (Fig. 1b), suggesting that there is intrinsic competition between TFT1 and TFT3 for Pto binding. This preferential binding of Pto to TFT3 is dependent on the kinase activity of Pto, since the kinase dead Pto^D164N^ interact with TFT1 (Supplementary Fig. 2a) but showed no apparent preference for TFT1 or TFT3 (Fig. 1b). However, the kinase activity of Pto is not a prerequisite for binding since Pto^D164N^, the kinase dead but constitutively active Pto mutant (Pto^L205D^) and the transphosphorylation deficient Pto mutant (Pto^S198T199/AA^)^17^ could each interact with TFT3 (Supplementary Fig. 2b).

**Fig. 1:**
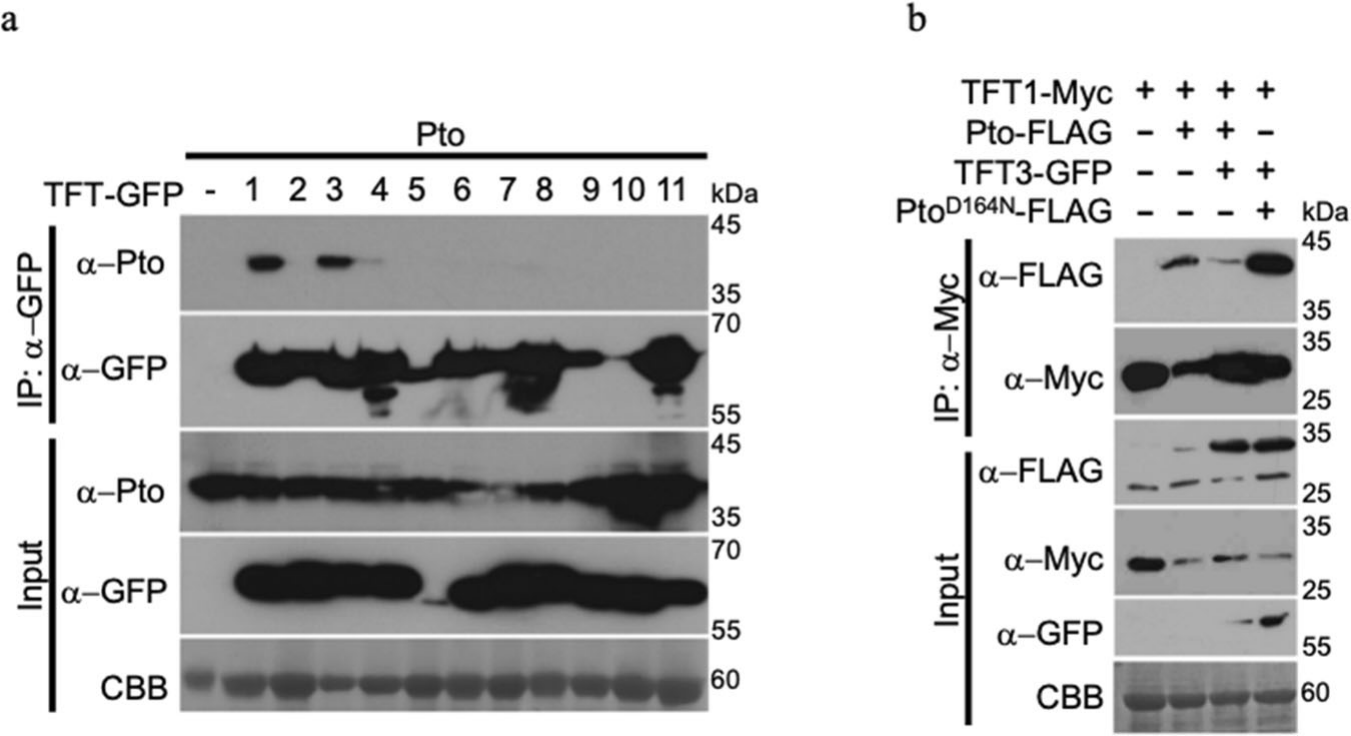
Pto kinase interacts with the tomato 14-3-3 proteins TFT1 and TFT3. **a** Interaction of Pto with tomato 14-3-3s. Pto was co-expressed with 14-3-3 proteins from tomato (TFTs). TFT(1-11)-GFP and Pto constructs were transiently expressed in *N. benthamiana* leaves and TFTs were immunoprecipitated (IP) using GFP-Trap Agarose beads. **b** Impact of TFT3 on Pto-TFT1 complex formation. TFT1-Myc, Pto-FLAG, TFT3-GFP and Pto^D164N^-FLAG (a kinase-dead variant of Pto) constructs were transiently expressed in *N. benthamiana* leaves. TFT1-Myc was immunoprecipitated with Myc-Trap agarose beads. All leaves were harvested 3 days post infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left of each panel. Coomassie Brilliant Blue (CBB) staining of the membranes (lowest row on each panel) was used as loading control. The experiments were repeated three times and typical results are shown.

We next investigated the interaction of TFT3 with two well-characterized tomato MAPKKKs MAPKKKα and MAPKKKε, which are important for PCD initiation following activation of the Prf/Pto complex^20^^,^^21^. Co-immunoprecipitation experiments showed that TFT3 interacted with MAPKKKα and the N-terminal-deleted autoactive version of MAPKKKα (Supplementary Fig. 3), but not with MAPKKKε (Fig. 2a). The interaction was further confirmed by performing split-luciferase experiments (Supplementary Fig. 4a) and mass spectrometry analysis of tomato MAPKKKα interacting proteins in *N. benthamiana*. One of the identified interacting proteins of MAPKKKα was the *N. benthamiana* homologue of TFT3 (Fig. 2b), reflecting the conserved nature of these interactions within the *Solanaceae* family. However, no interaction was observed between MAPKKKs and Pto (Supplementary Fig. 4b). Given that 14-3-3 proteins are known to function as both homo and hetero-dimers^23^, we hypothesized that either a TFT3 homo-dimer or a TFT1-TFT3 hetero-dimer could possibly act as a bridge between Pto and MAPKKKα. We found that TFT3 was able to form homo-dimers and hetero-dimers with TFT1 (Supplementary Fig. 5), but did not interact with any other TFT isoforms (Fig. 2c). The interaction of TFT1 with other TFTs was less specific as it interacted and formed heterodimers with all tested TFTs (Supplementary Fig. 6).

**Fig. 2:**
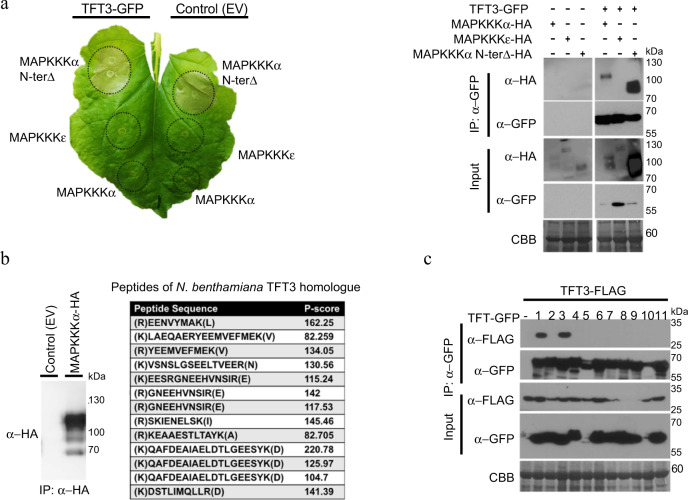
TFT3 interacts with MAPKKKα and homo and hetero-dimerises with TFT1. **a** TFT3 interacts with tomato MAPKKKα but not tomato MAPKKKɛ. TFT3-GFP or control Empty Vector (EV) were co-expressed with HA tagged MAPKKKα, MAPKKKɛ or the autoactive N-terminal deleted version of MAPKKKα in *N. benthamiana* leaves. Immunoprecipitation (IP) of TFT3 was carried out using GFP-Trap agarose beads and the corresponding interactions were identified by immunoblotting. **b** Tomato MAPKKKα interacts with the *N. benthamiana* homologue of TFT3. MAPKKKα-HA was transiently expressed in *N. benthamiana* leaves and immunoprecipitated using α-HA agarose beads. 9 unique peptides of *N. benthamiana* TFT3 homologue were identified by liquid chromatography–mass spectrometry. **c** TFT3 forms homo and hetero-dimers with TFT1. TFT3-FLAG was transiently co-expressed with TFT(1-11)-GFP in *N. benthamiana* leaves. Immunoprecipitation of TFTs was carried out using GFP-Trap agarose beads and the interaction with TFT3 was identified by immunoblotting. All leaves were harvested 3 days post-infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left. Coomassie Brilliant Blue (CBB) staining of the membranes verified equal protein loading. The experiments were repeated three times and typical results are shown.

The protein-protein interactions between Pto-TFT3 and TFT3-MAPKKKα raised the possibility that TFT3 or MAPKKKα could be phosphorylated by Pto. To test this hypothesis, we performed in vitro kinase assays using recombinant His tagged MAPKKKα, Pto, TFT1 and TFT3; all partially purified from *E.coli*. As expected, we observed strong autophosphorylation of MAPKKKα (Supplementary Fig. 7a). Interestingly, Pto and both TFT1 and TFT3 were phosphorylated by MAPKKKα (Supplementary Fig. 7a). However, we did not observe direct phosphorylation of TFT1 or TFT3 by Pto (Supplementary Fig. 7b).

Taken together, our protein-protein interaction data support a model in which TFT3 and TFT1 interact with the Pto component of the Prf/Pto complex and MAPKKKα. Based on this model, we hypothesise that following effector recognition, activation of the Prf/Pto complex leads to TFT-mediated MAPKKKα de-repression and autophosphorylation, rather than activation of MAPKKKα by direct Pto-mediated phosphorylation.

### 14-3-3 proteins regulate tomato ETI responses

The observed interaction of 14-3-3 proteins with components of the NLR complex in tomato and their known role in controlling MAPK activation suggested that they play a central role in Prf/Pto-mediated ETI. To further understand the role of 14-3-3 proteins in ETI, we investigated the immunity phenotypes of 14-3-3 tomato mutants. We first generated CRISPR/Cas9 tomato *tft3* mutant lines in tomato Rio Grande 76R-*prf3* (*prf3*) lines complemented with a *Prf* transgene fused to a nucleotide sequence encoding tandem streptavidin binding peptide (SBP) and FLAG epitope tags (*prf3*/*Prf-SBP-FLAG*)^18^. The tomato *prf3* genotype has a 1 kb deletion in the *Prf* gene, rendering it unable to mediate activation of ETI, and the *Prf-SBP-FLAG* transgene fully complements the *prf3* mutation^18^.Two *tft3* mutant lines were generated and only the *tft3* #*2-2* line (*tft3 2-2/prf3*/*Prf-SBP-FLAG*) was impaired for *TFT3* mRNA expression (Supplementary Fig. 8a). The *tft3 #2-2* mutant has a 250 bp deletion in the coding region of the gene (Supplementary Fig. 8b) and the loss of *TFT3* expression (Supplementary Fig. 8a) suggests that it is a null mutant.

To assess the immunity phenotypes of the generated lines, we performed transcriptomic experiments, MAPK activation assays, photosystem II (PSII) activity measurements, electrolyte leakage and bacterial growth assays. 

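Leaf transcripts were measured in 3 tomato lines, each with and without Pst DC3000. The prf3 line lacks a working Prf gene, the Prf-SBP-FLAG line carries the Prf transgene in that background, and the tft3 2-2 line is Prf-SBP-FLAG with the TFT3 gene edited. Plants were 4 weeks old, bacteria were infiltrated under vacuum at an OD of 0.1, control leaves received 10 mM MgCl2, and RNA was taken after 6 h. Each of the 6 groups had 3 one-colour Agilent arrays, 18 arrays in all. The methods state that infiltrations were done in biological triplicate with 3 technical replicates each, and the labels number the arrays from 1 to 3 within a group without saying which kind they are, so that the p-values measure the spread between these arrays. The authors extracted spot values with Agilent Feature Extraction 12.0.3.2, and deposited log2 levels of 26272 transcripts. Their methods name RMA for background subtraction, quantile normalization and summarization, while the deposited levels lay closest to normexp background correction with quantile normalization and the mean of a transcript's probes. Each array had 176026 probe spots, with a median of 5 probes per transcript. The spots well above background made up 48.22 to 50.7% in the Prf-SBP-FLAG control, 47.9 to 52.26% in the prf3 control and 48.85 to 52.1% in the tft3 2-2 control. After Pst DC3000 they made up 45.22 to 48.4% in Prf-SBP-FLAG, 49.1 to 50% in prf3 and 46.3 to 48.75% in tft3 2-2. From the deposited levels, 1 linear model with a mean for each of the 6 groups was fitted to all 18 arrays with limma, and a transcript was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its level changed over 2-fold. A change is given as a bound where no probe of a transcript was well above background on any array of 1 of the groups. The lowest level of a transcript with all probes well above background was 7.01 to 7.72 on the log2 scale over the arrays, and the size of changes that start or end at lower levels is uncertain. The control arrays lay on other slides than the Pst arrays, so that slide and treatment cannot be told apart. The tft3 2-2 arrays lay alone on slides 3 and 6, so that slide and line cannot be told apart for tft3 2-2 either, while slides 1 and 4 held arrays of both prf3 and Prf-SBP-FLAG. Treatment separated the arrays along the first principal component, with 68.1% of the variance. Control replicate 2 of Prf-SBP-FLAG correlated at 0.877 and 0.886 with the other 2 control arrays of its line, below every other pair of replicates. Control replicates 1 and 2 of tft3 2-2 differed between transcripts by an SD of 0.0172 on the log2 scale beyond the spread between probes of a transcript (0.159 to 1.09 in the other 17 pairs of replicates), and were counted as 1 sample in means and SDs, which leaves n = 2 for that group, while the model kept each array. Gene names are the descriptions of Supplementary Data 1, of which the first 1323 of 26272 lines were used here, and some of these descriptions are matches in other species. They name 931 of the transcripts, and with so few no enrichment of gene groups was tested.

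**Figure D1:**
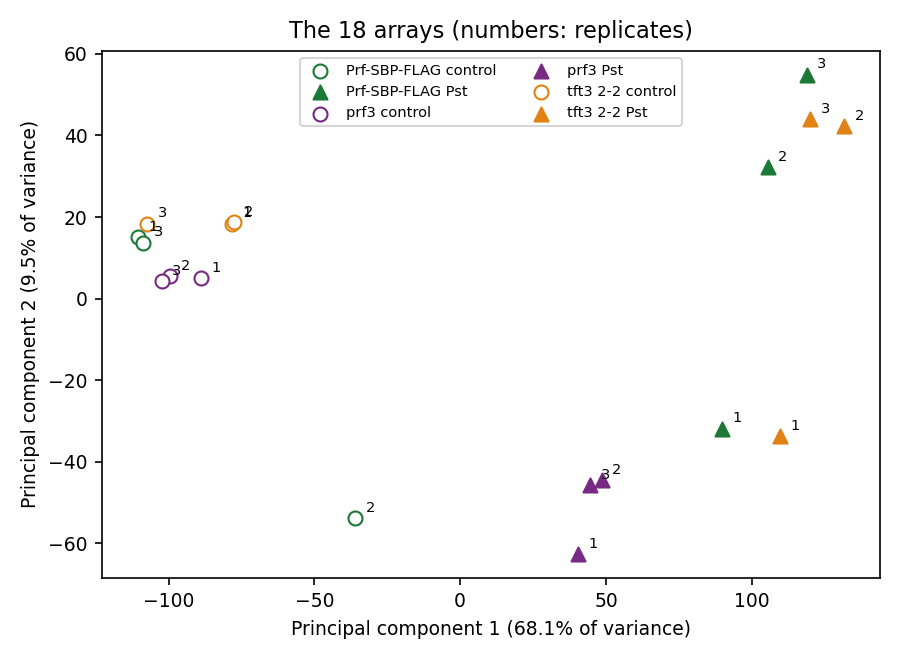
First against second principal component of the log2 levels of all transcripts, with 1 point per array. Open circles are control arrays, filled triangles are Pst arrays, colours are lines and numbers are replicates. Every Pst array lies to the right of every control array.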

We first performed comparative transcriptomics between *prf3*/*Prf-SBP-FLAG* (containing wild type TFT3) and *tft3 #*2-2 line treated with either buffer (as control) or *Pst* DC3000 (Fig. 3a). *Pst* DC3000 expresses both *AvrPto* and *AvrPtoB* effectors and is avirulent on the *prf3*/*Prf-SBP-FLAG* line due to effector recognition by the Prf/Pto complex. We used the susceptible *prf3* tomato line as a control for our infections. 

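In leaves able to recognise Pst DC3000, receptor-like kinases were among the transcripts that rose and a few photosystem transcripts among those that fell. A list of 31 transcripts described as receptor-like kinases was fixed before the deposited levels were examined, when some values of Supplementary Data 1 had been seen. Most of these descriptions end in RLP, the label of receptor-like proteins, so that not all need be kinases. Of the 31, 10 rose and 4 fell in Prf-SBP-FLAG, and 17 did not pass the test (also 10 and 4 when adjusted over the list alone). The receptor-like protein kinase Solyc01g010660.2.1 rose by 2.76 on the log2 scale (standard error 0.19, adjusted p = 4.9e-08 from limma), and the receptor-like protein kinase Solyc01g006520.2.1 fell by 2.25 (standard error 0.23, adjusted p = 2.5e-06 from limma). A syntaxin, Solyc01g006950.2.1, of the protein family that fuses vesicles with membranes, was not well above background in the control leaves of this line and was at least 24.2-fold higher after Pst DC3000 (adjusted p = 8.5e-05 from limma). Of 20 transcripts of the light reactions of photosynthesis, 3 fell, none rose and 17 did not pass the test (also 3 when adjusted over the list alone). That share lies near the share over all transcripts, where 3223 of 26272 fell. Most of the 20 are described as photosystem apoproteins, and none as a chlorophyll a/b binding protein. The list therefore says little about photosynthesis transcripts without a description here. Oxygen-evolving enhancer protein 1, a subunit of photosystem II encoded by Solyc00g005900.1.1, went from 10.75 ± 0.80 to 7.84 ± 0.31 on the log2 scale (SD, n = 3 arrays each), a log2 fold change of -2.92 (standard error 0.29, adjusted p = 1.9e-06 from limma). The chlorophyll apoprotein A1 of photosystem I (Solyc00g245200.1.1) had a log2 fold change of -1.36 (standard error 0.22, adjusted p = 0.00014 from limma). The other transcripts with this description were not called. Of 11 calcium signalling transcripts 2 rose and none fell, of 11 cell wall modifying enzymes 1 fell and none rose, and of 8 NLR and disease resistance transcripts 1 rose and none fell, with equal numbers when adjusted over each list alone. Over the 26272 transcripts tested, 3222 rose and 3223 fell, and 11058 passed the adjusted p at any size of change. Without control replicate 2, the array that stood apart, the model called 7440 transcripts in this line.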

Following *Pst* DC3000 inoculation, we identified 6445 Differentially Expressed Genes (DEGs, adjusted *P*-value < 0.05, fold-change > 2) in response to *Pst* DC3000 infection in the *prf3/Prf-SBP-FLAG* resistant line compared to buffer control. 

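Much of the response to Pst DC3000 was also present in leaves without Prf. Leucine aminopeptidase 2 (Solyc00g187050.2.1), a peptidase, rose by 4.74 on the log2 scale in Prf-SBP-FLAG (standard error 0.33, adjusted p = 6.9e-08 from limma) and by 5.45 in prf3 (adjusted p = 4e-08). Ethylene-responsive transcription factor 10 (Solyc01g009440.1.1) rose from 6.83 ± 0.10 to 9.99 ± 0.63 in Prf-SBP-FLAG and from 6.93 ± 0.04 to 9.58 ± 0.72 in prf3 (log2 level, SD, n = 3 arrays each), where the control levels are close to background and the size of the rise is uncertain. An epidermal patterning factor-like protein (Solyc00g044350.2.1) was at least 8.49-fold lower after Pst DC3000 in Prf-SBP-FLAG, where it was no longer well above background, and fell by 3.51 on the log2 scale in prf3, to a level close to background. PAP fibrillin (Solyc01g006330.2.1), of a family of plastid lipid-associated proteins, fell by 3.54 in Prf-SBP-FLAG and fell by 3.74 in prf3 (standard error 0.48 in both lines), and phospholipase A22 (Solyc01g008780.2.1) fell by 2.44 and fell by 2.07 (standard error 0.17). In prf3, 2095 transcripts rose and 2267 fell. The transcripts called in both lines comprised 1526 that rose and 1961 that fell in Prf-SBP-FLAG, where lists of these sizes would share 1070 if they were independent. The direction was opposite in 7 of them. One of these was salicylic acid carboxyl methyltransferase (Solyc01g014320.2.1), which forms methyl salicylate: it fell by 1.05 in Prf-SBP-FLAG (standard error 0.30, adjusted p = 0.012 from limma) and rose by 1.28 in prf3 (adjusted p = 0.005), and the difference between the lines had an adjusted p of 0.014. Its call in Prf-SBP-FLAG was lost without control replicate 1, control replicate 3 or Pst replicate 3 of that line, and its call in prf3 without Pst replicate 3. In 115 of the shared transcripts the size of the response also differed between the lines by the model's test of the difference (adjusted p at most 0.05 and over 2-fold).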

From these 6445 DEGs, 3487 were also DEGs in the susceptible *prf3* mutant line, therefore their expression did not rely on the presence of the *Prf* gene. In contrast, 2958 genes that were DEGs in the *prf3/Prf-SBP-FLAG* line were not differentially expressed in the *prf3* mutant line, hence these genes represent the *Prf*-dependent transcriptional responses to Pst DC3000 (Fig. 3b). 

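Transcripts called with Prf and not called without it included a receptor kinase, a sugar nucleotide transporter and transcripts first described in other immune responses. The receptor-like kinase Solyc00g110870.2.1 went from 8.15 ± 0.47 to 10.88 ± 0.41 in Prf-SBP-FLAG and from 8.50 ± 0.19 to 8.98 ± 0.01 in prf3 (log2 level, SD, n = 3 arrays each). Its response was smaller in prf3, with a log2 difference of -2.25 (standard error 0.33, adjusted p = 0.0035 from limma's test of the difference). A GDP-mannose transporter (Solyc01g008690.2.1), which carries a sugar nucleotide into the Golgi, had log2 fold changes of 2.39 and 0.52 in the 2 lines, with a difference of -1.86 (standard error 0.33, adjusted p = 0.013 from the same test). A harpin-induced-like protein (Solyc01g009160.2.1) had log2 fold changes of 3.23 in Prf-SBP-FLAG and 0.28 in prf3, and Avr9/Cf-9 rapidly elicited protein 1 (Solyc01g005160.2.1) had 3.09 and 0.34, from control levels close to background. For these 2, the difference between the lines was not called, with adjusted p values of 0.069 and 0.19. Of the transcripts called in Prf-SBP-FLAG and not in prf3, 1696 rose and 1262 fell, and 80 have a description. Their change in prf3 had the same direction as in Prf-SBP-FLAG in 93.1% of cases, at a median of 0.429 times its log2 size. Choosing transcripts called in 1 line and missed in the other gives a ratio under 1 by itself: simulated lines with the same response gave 0.594 to 0.628 with independent arrays and 0.613 to 0.645 with errors shared by Pst arrays of 1 number, with the same direction in 97.4% and 98%. In prf3, 912 of them passed the adjusted p but not the 2-fold change, 289 changed over 2-fold without passing the adjusted p, and 1757 met neither. The difference between the lines was itself called for 172 of them, and 1355 had an unadjusted p under 0.05 for it. That count was 540 without Pst replicate 1 and 80 without Pst replicate 3 of Prf-SBP-FLAG.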

The majority of these genes (2183 of the 2958, 74%) were also DEGs in the *tft3 #*2-2 mutant line, hence their expression is *Prf*-dependent but *TFT3*-independent. In contrast, 775 (26%) genes were differentially expressed only if both *Prf* and *TFT3* genes were present, hence their expression is *Prf* and *TFT3*-dependent (Fig. 3b). 

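Several described transcripts with large changes in Prf-SBP-FLAG and no call in prf3 were also called without TFT3. The U-box protein Solyc01g007030.2.1, of a family of ubiquitin ligases, rose by 4.77 on the log2 scale in Prf-SBP-FLAG (standard error 0.69, adjusted p = 6.2e-05 from limma) and by 2.85 in tft3 2-2 (adjusted p = 0.0033), and the syntaxin Solyc01g006950.2.1 rose by 3.56 in tft3 2-2 (standard error 0.76, adjusted p = 0.0013). The receptor-like kinase Solyc00g110870.2.1 reached 11.42 ± 0.15 after Pst DC3000 in tft3 2-2 (log2 level, SD, n = 3 arrays), and the GDP-mannose transporter reached 10.07 ± 0.28. Glucan endo-1,3-beta-glucosidase 4 (Solyc01g005830.2.1), a glucan-degrading enzyme, fell by 2.06 in Prf-SBP-FLAG and fell by 2.07 in tft3 2-2 (standard error 0.30). For this enzyme the difference in response between prf3 and Prf-SBP-FLAG was not called. The ABC transporter G family member 22 (Solyc01g006720.2.1) had log2 fold changes of -2.59 and -2.24 (standard error 0.42). The difference in response between tft3 2-2 and Prf-SBP-FLAG had an adjusted p from 0.84 to 1 for these transcripts in limma. Of the set called in both lines and not in prf3, 1342 rose and 841 fell, 73.8% of the Prf-dependent transcripts. Every one had the same direction in both lines, and the median ratio of the log2 changes, tft3 2-2 over Prf-SBP-FLAG, was 1.08. The difference between these 2 lines was called for 1 of them, Solyc10g084960.1.1, which was singled out after its values were seen: it rose by 5.84 in tft3 2-2 and by 1.30 in Prf-SBP-FLAG (adjusted p of the difference 0.035), from a level close to background in Prf-SBP-FLAG. With 60 of the set described, no fixed gene list had over 3 members in it.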

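Transcripts called with both Prf and TFT3 fell somewhat more often than they rose, and most had the same direction without TFT3. L-aspartate oxidase (Solyc01g056580.2.1), an enzyme of NAD synthesis, fell from 11.01 ± 0.09 to 8.57 ± 0.65 in Prf-SBP-FLAG (log2 level, SD, n = 3 arrays each), and had log2 fold changes of -0.51 in prf3 and -0.94 in tft3 2-2. The microtubule-associated protein MAP65-1a (Solyc01g005080.2.1) fell by 1.24 in Prf-SBP-FLAG (standard error 0.13, adjusted p = 3.1e-06 from limma), with a log2 fold change of -0.94 in prf3 and -0.43 in tft3 2-2. Cytokinin response factor 3 (Solyc01g008890.2.1) fell by 1.39 in Prf-SBP-FLAG, with -0.78 and -0.84 in the other lines, and a peptide transporter-like protein (Solyc00g006820.2.1) fell by 1.5, with -0.85 and -0.39. The test of the difference between tft3 2-2 and Prf-SBP-FLAG gave an adjusted p of 0.84 for each of these 4 transcripts. It called 1 transcript of the set, Solyc08g045810.1.1, which has no description here and was singled out after its values were seen. This transcript rose by 3.97 in Prf-SBP-FLAG, with log2 fold changes of 0.58 in prf3 and 0.44 in tft3 2-2, and its response differed by -3.53 between tft3 2-2 and Prf-SBP-FLAG (standard error 0.44, adjusted p = 0.0065 from limma). The count of 1 depended on the setting. It was 0 with recomputed RMA levels or scaling to the 75th percentile, and 353 of a set of 1193 with array weights. With weights and tft3 2-2 control replicates 1 and 2 averaged it was 11. Of the set, 354 transcripts rose and 421 fell, 26.2% of the Prf-dependent transcripts, and 93 had an unadjusted p under 0.05 for the difference between the 2 lines. In tft3 2-2, 96.6% changed in the same direction as in Prf-SBP-FLAG, at a median of 0.602 times the log2 size, where the choice of the set alone gave 0.608 to 0.63 in simulated lines with the same response and independent arrays, and 0.669 to 0.7 with errors shared by Pst arrays of 1 number. There, 337 passed the adjusted p but not the 2-fold change, 105 changed over 2-fold without passing the adjusted p, and 333 met neither. From calls present in Prf-SBP-FLAG and absent in both mutant lines, the paper concludes that expression of this set depends on Prf and TFT3.

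**Figure D2:**
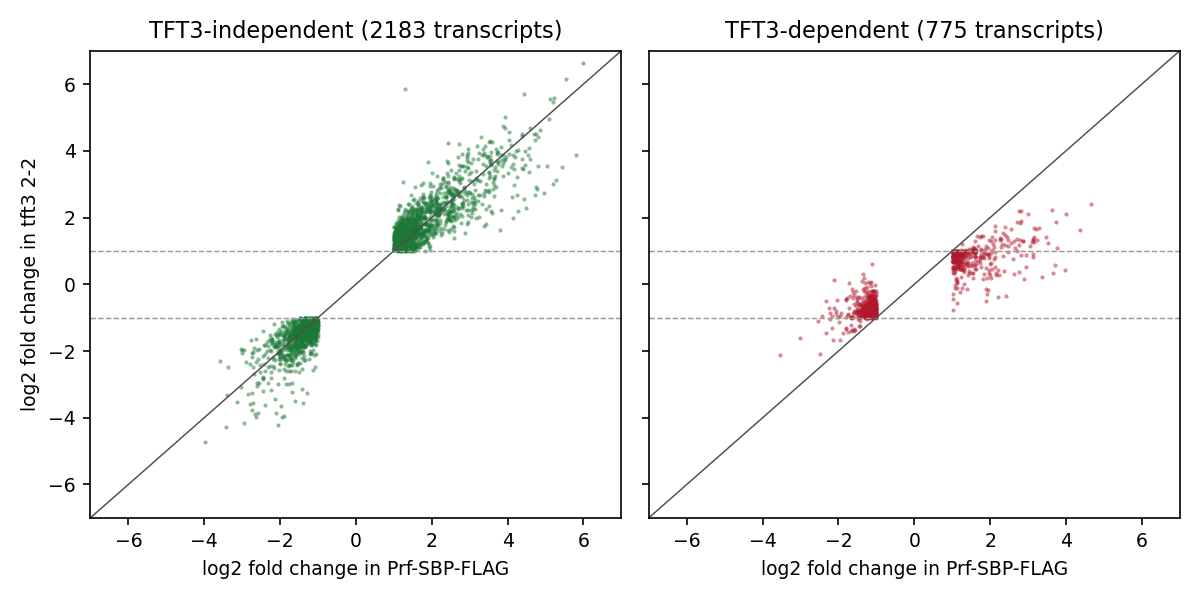
Log2 fold change after Pst DC3000 in tft3 2-2 against that in Prf-SBP-FLAG, with 1 point per Prf-dependent transcript, for the TFT3-independent set (left) and the TFT3-dependent set (right). Dashed lines mark a 2-fold change in tft3 2-2 and the diagonal marks equal changes. In the right panel the points lie on the same side of 0 in both lines for 96.6% of the transcripts.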

Further inspection revealed that the set of the *Prf* and *TFT3*-dependent genes was enriched for Gene Ontology (GO) terms associated with catabolic processes (Fisher Exact test, FDR < 0.05), suggesting that TFT3 may regulate catabolic pathways involved in programmed cell death (Supplementary Fig. 9 and Supplementary Data 1). 

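A lipase-like protein, a phospholipid-transporting ATPase and a lipoxygenase were among the 20 described transcripts of this set. A lipase-like protein (Solyc00g056680.1.1) rose by 1.09 on the log2 scale in Prf-SBP-FLAG (standard error 0.20, adjusted p = 0.00044 from limma), with 0.11 in prf3 and 0.92 in tft3 2-2. A phospholipid-transporting ATPase (Solyc01g011090.2.1) rose by 1.25 in Prf-SBP-FLAG (standard error 0.35, adjusted p = 0.0091), with 0.22 in prf3 and 0.91 in tft3 2-2, from control levels close to background. A lipoxygenase (Solyc01g009680.2.1), of the enzyme family that oxidises fatty acids, fell by 1.02 (standard error 0.38, adjusted p = 0.044), with -0.47 and -0.84 in the other lines. Sucrose phosphate phosphatase (Solyc01g006740.2.1), of sucrose synthesis, fell by 1.21, with -0.64 in prf3 and -0.99 in tft3 2-2. Each of these transcripts missed the 2-fold change in tft3 2-2, and the difference in response between tft3 2-2 and Prf-SBP-FLAG was called for none of them. Of the 5 lipases and phospholipases with a description, 1 rose, 1 fell and 3 did not pass the test in Prf-SBP-FLAG (also 1 and 1 when adjusted over the list alone), and the 1 that rose is in this set. The 1 described transcript of cell death proteases and autophagy did not pass the test in any line. With descriptions for 20 of the set, 5 that rose and 15 that fell, the enrichment of terms was not tested here. The call of the lipoxygenase was lost in 18 of 35 other settings, among them those without control replicate 2 or 3 or without Pst replicate 2 or 3 of Prf-SBP-FLAG, and that of the ATPase was lost without Pst replicate 2 of Prf-SBP-FLAG and with RMA recomputed.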

Similar analyses for the *Prf* -dependent and *TFT3*-independent genes indicated GO terms associated with secondary metabolism (Supplementary Fig. 9). 

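A cytochrome P450 and a phenylpropanoid enzyme were called with Prf, with or without TFT3, and not in prf3. A cytochrome P450 (Solyc00g247300.2.1), of an enzyme family with many roles in secondary metabolism, rose by 3.93 on the log2 scale in Prf-SBP-FLAG (standard error 0.58, adjusted p = 7.4e-05 from limma) and by 4.69 in tft3 2-2 (adjusted p = 1.1e-05), with 0.42 in prf3. Phenylalanine ammonia-lyase (Solyc00g282510.1.1), the entry enzyme of the phenylpropanoid pathway, rose by 1.08 in Prf-SBP-FLAG (standard error 0.29, adjusted p = 0.0079 from limma) and by 1.54 in tft3 2-2 (adjusted p = 0.0005), with -0.37 in prf3. Another enzyme of this metabolism, hydroxycinnamoyl CoA shikimate/quinate hydroxycinnamoyltransferase (Solyc01g008300.1.1), rose in all 3 lines, by 1.04, 1.24 and 1.31 in Prf-SBP-FLAG, prf3 and tft3 2-2, with control levels close to background in Prf-SBP-FLAG and prf3, and its call in Prf-SBP-FLAG was lost without control replicate 1 or 3 or Pst replicate 1 of that line, and with normexp levels. Of the 3 described transcripts of the phenylpropanoid and lignin list, 2 rose in Prf-SBP-FLAG, 1 in prf3 and 2 in tft3 2-2, and none fell (equal numbers when adjusted over the list alone). The list follows terms of Supplementary Fig. 9 and is not independent evidence of them. The response of the P450 differed between prf3 and Prf-SBP-FLAG with an adjusted p of 0.047, a call lost in 16 of 30 other settings, and that of phenylalanine ammonia-lyase with an adjusted p of 0.10. The rise of phenylalanine ammonia-lyase in Prf-SBP-FLAG was not called without control replicate 2 or Pst replicate 3 of that line, and with RMA recomputed its rise was not called in either line.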

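Multicystatin, proteinase inhibitor II and the auxin-conjugating enzyme GH3.8 were called after Pst DC3000 in leaves without Prf and in no other line. Multicystatin (Solyc00g071180.2.1), an inhibitor of cysteine proteases, was at least 12.6-fold higher in prf3 (adjusted p = 0.0024 from limma), with adjusted p values of 0.23 in Prf-SBP-FLAG and 0.20 in tft3 2-2. Proteinase inhibitor II (Solyc00g145170.1.1) rose by 3.44 on the log2 scale in prf3 from a level close to background (standard error 0.76, adjusted p = 0.0032), and was the 1 of 2 transcripts of the list of proteinase inhibitors and wounding that passed the test in prf3 (also 1 when adjusted over the list alone). GH3.8 (Solyc00g254910.1.1), which conjugates the auxin indole-3-acetic acid to amino acids, went from 11.81 ± 0.14 to 14.00 ± 0.32 in prf3 and from 12.40 ± 0.92 to 11.64 ± 0.68 in Prf-SBP-FLAG (log2 level, SD, n = 3 arrays each). The ABC transporter G family member 11 (Solyc00g164680.1.1) rose by 2.32 in prf3 (standard error 0.28, adjusted p = 2e-05), with 0.18 in Prf-SBP-FLAG and 0.76 in tft3 2-2. The response differed between prf3 and Prf-SBP-FLAG for GH3.8 (adjusted p = 0.021 from limma) and this transporter (adjusted p = 0.014), while the difference had an adjusted p of 0.32 for multicystatin and 0.48 for proteinase inhibitor II. The difference for GH3.8 was not called without control replicate 1 or 3 or Pst replicate 1 or 3 of prf3, or without Pst replicate 3 of Prf-SBP-FLAG. Called in tft3 2-2 and in no other line, undecaprenyl pyrophosphate synthase (Solyc00g136560.2.1), an enzyme of polyprenol synthesis, rose by 2.05 (standard error 0.38, adjusted p = 0.00042), with 0.61 in Prf-SBP-FLAG and 0.66 in prf3. A YTH domain protein (Solyc01g028860.2.1), of a family that binds methylated RNA, rose by 1.45 in tft3 2-2 (standard error 0.32, adjusted p = 0.0016), with 0.40 and 0.59. The difference in response between tft3 2-2 and Prf-SBP-FLAG was not called for either, with an adjusted p of 0.84 for both. A jasmonate ZIM-domain protein (Solyc01g005440.2.1), a repressor of jasmonate responses, was called in both mutant lines and not in Prf-SBP-FLAG, with log2 fold changes of 1.48 in prf3, 1.66 in tft3 2-2 and 0.77 in Prf-SBP-FLAG, and with adjusted p values of 0.26 and 0.84 for the differences of the mutant lines from Prf-SBP-FLAG.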

Our transcriptomic analysis also revealed that in the absence of *Prf* or *TFT3*, a distinct set of genes is differentially regulated most likely due to the virulence function of the *Pst* DC3000 effectors and the role of TFT3 in other biological processes (Fig. 3b; Supplementary Fig. 9 and Supplementary Data 1). Nevertheless, the 569 and 1563 DEGs in the *prf3* and *tft3 #*2-2 mutant lines (Fig. 3b) are not involved in *Prf*-mediated ETI responses since they are not part of the transcriptomic responses of the control *prf3/Prf-SBP-FLAG* lines to *Pst* DC3000. 

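In the Prf-SBP-FLAG line these transcripts mostly had the direction of the line that had the call. An ethylene insensitive 3 class transcription factor (Solyc01g014480.2.1), of the ethylene pathway, rose by 1.28 on the log2 scale in tft3 2-2 (standard error 0.17, adjusted p = 2.9e-05 from limma), with 0.99 in Prf-SBP-FLAG (adjusted p = 0.00033). Importin beta-3 (Solyc01g044360.2.1), a nuclear import receptor, rose by 1.45 in tft3 2-2 (standard error 0.25, adjusted p = 0.00024), with 0.79 in Prf-SBP-FLAG (adjusted p = 0.02). Among the transcripts of tft3 2-2 alone, 984 rose and 579 fell, 98.2% had the same direction in Prf-SBP-FLAG, and the median ratio of the log2 changes, tft3 2-2 over Prf-SBP-FLAG, was 1.63. A ratio above 1 follows from the choice of transcripts called in tft3 2-2 alone: simulated lines with the same response gave 1.55 to 1.62 with independent arrays and 1.44 to 1.48 with errors shared by Pst arrays of 1 number, and over all transcripts the slope was 1.01. The ratio found lay above all simulated ones. The simulations gave a mean of 967 and 794 such transcripts, below the 1563 found, so that thresholds alone did not on average give a set of that size. The test of the difference in response between tft3 2-2 and Prf-SBP-FLAG called 2 of the 1563 and gave 252 with an unadjusted p under 0.05. Among those of prf3 alone, 387 rose and 182 fell, and 84.5% had the same direction in Prf-SBP-FLAG, below the 96.7% and 97.4% in such simulations. Their median ratio was 1.81, against 1.55 to 1.68 and 1.55 to 1.65 when simulated. Solyc01g005780.1.1, described as a receptor-like kinase and as RLP, was one of those of prf3 alone, with log2 fold changes of 1.44 in prf3 and 0.69 in Prf-SBP-FLAG. The difference in response between prf3 and Prf-SBP-FLAG was called for 55 of them. Descriptions are at hand for 47 transcripts of tft3 2-2 alone and 15 of prf3 alone.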

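Across all transcripts, the response of leaves without TFT3 lay closer to that of Prf-SBP-FLAG than did the response of leaves without Prf. The log2 fold changes of tft3 2-2 and Prf-SBP-FLAG correlated at r = 0.933 over 26272 transcripts (Spearman's rho 0.888), and those of prf3 and Prf-SBP-FLAG at 0.828 (rho 0.767), where transcripts are not independent replicates. The slope of the change in tft3 2-2 on that in Prf-SBP-FLAG was 1.01, and that of prf3 was 0.671. Deviations of Pst arrays of 1 replicate number correlated at 0.674 between Prf-SBP-FLAG and tft3 2-2, and at 0.213 between Prf-SBP-FLAG and prf3. Such shared errors can by themselves make the first 2 lines look more alike. In tft3 2-2, 3959 transcripts rose and 3399 fell after Pst DC3000. By limma's test of the difference in response (adjusted p at most 0.05 and over 2-fold), 378 transcripts differed between prf3 and Prf-SBP-FLAG, of which 189 were induced and 82 repressed in Prf-SBP-FLAG with a smaller change in prf3. They include the receptor-like kinase Solyc00g110870.2.1 and the GDP-mannose transporter, with the larger response in Prf-SBP-FLAG, and the ABC transporter G family member 11, with the larger response in prf3. Between tft3 2-2 and Prf-SBP-FLAG, 1468 had an unadjusted p under 0.05 by this test, where a share of 0.05 of the 26272 would have one by chance. After adjustment 4 transcripts differed between these lines, none with a description here. They are, singled out after their values were seen, Solyc08g045810.1.1, Solyc10g084960.1.1, Solyc06g067910.2.1 and Solyc10g078670.1.1. The level of Solyc06g067910.2.1 in tft3 2-2 went from 10.70 ± 0.85 (SD, n = 2) in control leaves to 7.29 ± 0.05 (SD, n = 3 arrays), where it was no longer well above background, at least 9.23-fold lower. In Prf-SBP-FLAG it was not well above background in control leaves or after Pst DC3000, so that no fall could be seen there. Its level was at least 9.86-fold higher in tft3 2-2 control leaves than in those of Prf-SBP-FLAG (adjusted p = 2.6e-05 from limma). Solyc10g078670.1.1 was at least 8.47-fold higher after Pst DC3000 in tft3 2-2, and was not well above background after it in Prf-SBP-FLAG. In simulated data the test of the difference between tft3 2-2 and Prf-SBP-FLAG found 72% of transcripts with a log2 difference of 2 and 48.5% of those with 1.5, and smaller differences were not simulated. With array weights, 2059 transcripts differed from Prf-SBP-FLAG in tft3 2-2 and 3357 in prf3. With weights and tft3 2-2 control replicates 1 and 2 averaged, these counts were 54 and 3402. The count of 4 became 44 without tft3 2-2 control replicate 3, which leaves the near-identical control replicates 1 and 2, counted as 1 sample, in that group, and 378 ranged from 168 without Pst replicate 3 to 927 without Pst replicate 1 of Prf-SBP-FLAG.

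**Figure D3:**
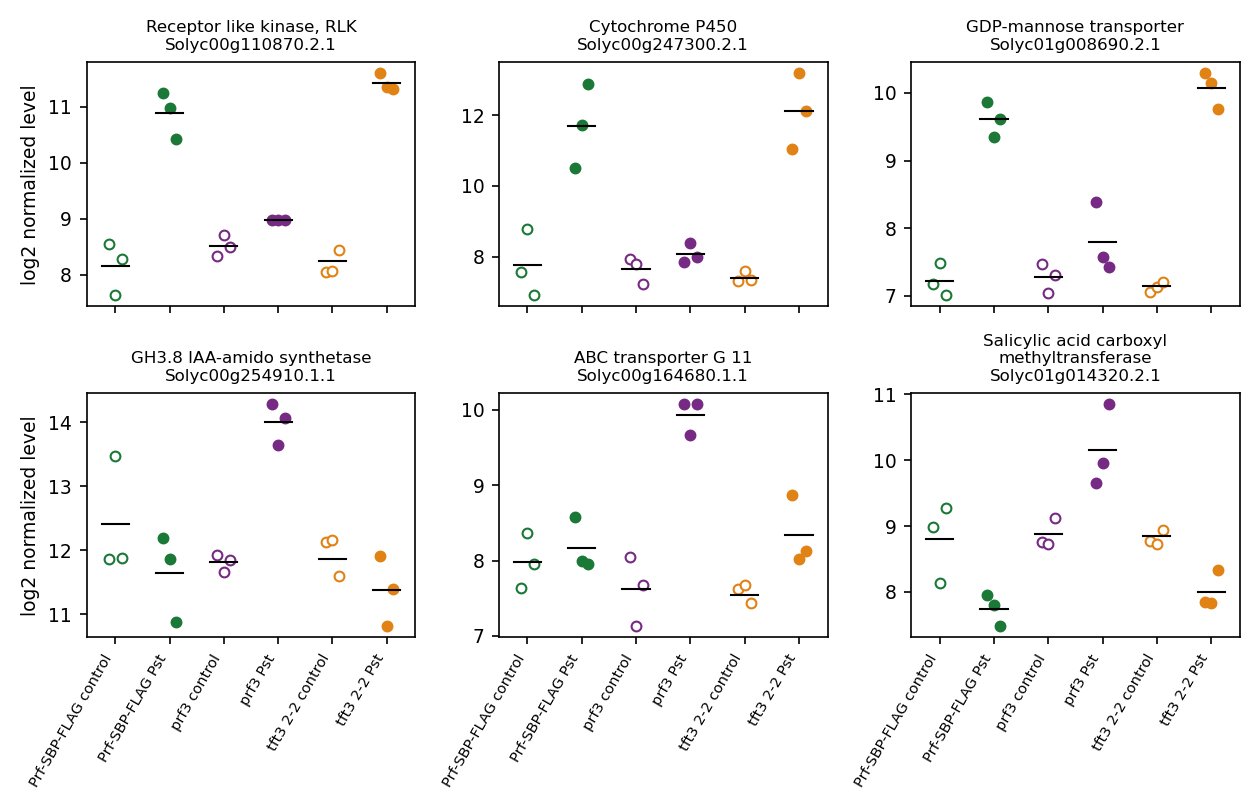
Log2 normalized level of 6 transcripts whose response differed between prf3 and Prf-SBP-FLAG, with 1 point per array and a line at the mean of each group (for the tft3 2-2 control, replicates 1 and 2 count as 1). The receptor-like kinase, cytochrome P450 and GDP-mannose transporter are higher after Pst DC3000 in Prf-SBP-FLAG and tft3 2-2, and the 3 transcripts of the lower panels are higher after it in prf3.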

Overall, our transcriptomic analysis revealed a bifurcation of the *Prf*-dependent transcriptional responses to *Pst* DC3000 with one branch *TFT3*-dependent and the other *TFT3*-independent (Fig. 3).

**Fig. 3:**
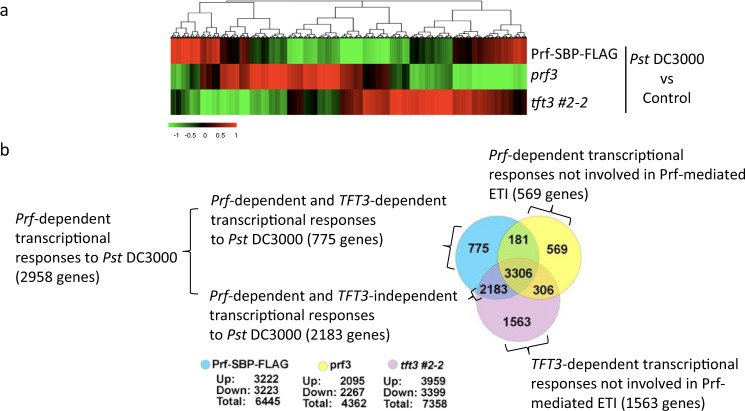
TFT3 contributes to Prf/Pto-mediated transcriptional immune responses. **a** ETI transcriptional responses are compromised in tomato *tft3* #2-2 and *prf3* mutants. Heat map showing the expression profile of wild type and mutant tomato lines 6 h post infiltration with *Pseudomonas syringae* pv. *tomato* (*Pst* DC3000). Rio Grande 76 R tomato lines, *prf3*, *prf3*/Prf-SBP-FLAG (Prf-SBP-FLAG) and *prf3/tft3 2-2*/Prf-SBP-FLAG (*tft3 #2-2*) were either mock inoculated (control) or infiltrated with *Pst* DC3000. Microarray hybridization on custom-designed Agilent microarrays was conducted 6 h post infiltration. Gene expression changes are coloured depending on whether mRNA abundance is relatively increased (red) or decreased (green) within infected leaves compared to mock-inoculated leaves. **b** TFT3 regulates the expression of a subset of Prf-mediated transcriptional responses. Venn diagram shows the numbers of differentially expressed genes (DEGs) and the direction of differential expression in each genotype 6 h after *Pst* DC3000 infiltration in comparison to mock-inoculated conditions. Threshold for was set at greater than 2-fold and transcripts were termed to be DEGs if they showed a Benjamini-Hochberg adjusted *P*-value ≤ 0.05 in the comparison between treatment and control.

Consistent with our data showing that TFT3 positively regulates Prf/Pto-mediated ETI signalling (Fig. 3) through its interaction with MAPKKα (Fig. 2), infection with *Pst* DC3000 resulted in reduced activation of MAPKs (MPK3 and MPK6) in the *tft3* #2-2 mutant line compared to the *tft3* #1-4 (*tft3 1-4/prf3*/*Prf-SBP-FLAG*) line expressing *TFT3* (Supplementary Fig. 8a) and the *prf3/Prf-SBP-FLAG* line (Fig. 4a). Given the critical role of MPK3/MPK6 in regulating ETI robustness by inhibiting plant photosynthesis^29^, we next measured F_v_/F_m_, the maximum dark-adapted quantum efficiency of photosystem II (PSII) a non-destructive measurement related to photosynthetic activity that is modified by *Pst* DC3000 effectors and ETI^30,31^. Following *Pst* DC3000 infection, the attenuated MAPK activation in the *prf3* and *tft3 #2-2* mutant lines (Fig. 4a) resulted in reduced suppression of PSII compared to the *prf3/Prf-SBP-FLAG* control line (Fig. 4b). To further investigate the role of TFT3 in Prf/Pto-mediated tomato immunity, we performed electrolyte leakage as a proxy of PCD formation and bacterial growth assays. We observed a small but significant reduction of electrolyte leakage for *tft3 #2-2* mutant plants starting at 6 h post inoculations with *Pst* DC3000 in comparison with *prf3/Prf-SBP-FLAG* control plants (Fig. 4c). We next performed *Pst* DC3000 growth assays for the *tft3 #2-2* mutant line and compared them with results from the susceptible Rio Grande 76 S (which lacks the *Pto* gene) and *prf3* lines, and the resistant Rio Grande 76 R (containing the native Prf/Pto proteins) and the control *prf3/Prf-SBP-FLAG* tomato lines. As expected, we detected higher bacterial growth in the susceptible lines (76 S and *prf3*) compared to the resistant lines (76 R and *prf3/Prf-SBP-FLAG*) (Fig. 4d). Surprisingly, the *tft 3#2-2* mutant line supported the same bacterial titre as 76 R and *prf3/Prf-SBP-FLAG* (Fig. 4d).

**Fig. 4:**
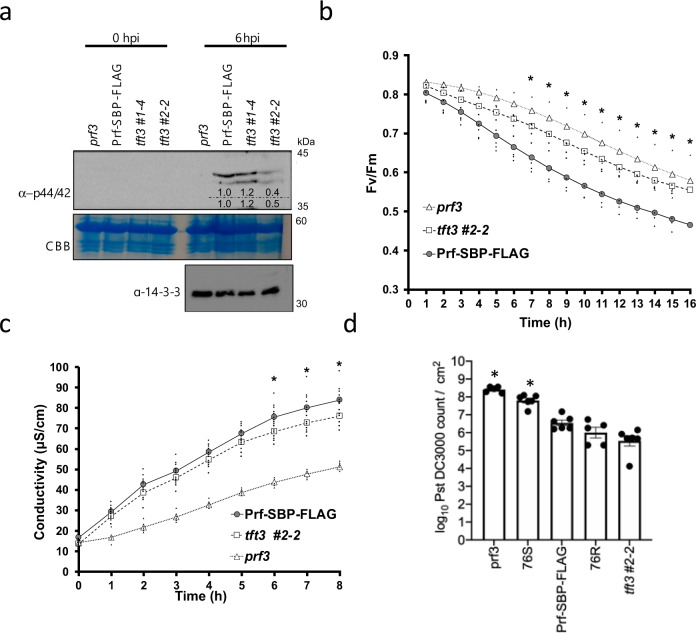
TFT3 contributes to Prf/Pto-mediated ETI. **a** MAPK activation is reduced in tomato *tft3 2-2* mutants. Tomato leaves were infiltrated with *Pseudomonas syringae* pv. *tomato* (*Pst* DC3000) and MAPK phosphorylation was detected using an α -phospho-p44/42 antibody at the indicated times. *prf3/tft3 2-2*/Prf-SBP-FLAG (*tft3#2-2*) is a *tft3* mutant but *prf3/tft3 1-4*/Prf-SBP-FLAG (*tft3#1-4*) is not a *tft3* mutant and serves as a transgenic control line. Coomassie Brilliant Blue (CBB) staining of the membrane and an α -14−3−3 immunoblot were used to verify equal protein loading. The numbers above the gel lanes represent the relative phosphorylated protein level, which was determined from the band intensity using ImageJ and normalised relative to CBB staining (top row) or the α -14−3−3 immunoblot (bottom row). **b** Maximum quantum efficiency of PSII (F_v_/F_m_) is compromised in the *tft3 #2-2* mutant upon infection. Tomato leaves were infiltrated with *Pst* DC3000 and F_v_/F_m_ was measured at the indicated times. Markers represent the means and black points represent individual values (*n* = 3), * indicates significant differences between Prf-SBP-FLAG and *tft3 #2-2* lines using multiple two-sided *T*-tests. **c** Electrolyte leakage following infection with *Pst* DC3000 is compromised in the *tft3 #2-2* mutant. Tomato leaves were infiltrated with *Pst* DC3000 and electrolyte leakage was measured as conductivity (in microSiemens/cm; μS/cm). Markers represent the mean and black points represent individual values (*n* = 9), * indicate significant differences between Prf-SBP-FLAG and *tft3 #2-2* lines using multiple two-sided *T*-tests. **d** The *tft3 #2-2* mutation does not compromise *Pst* DC3000 growth. Bacterial growth of *Pst* DC3000 in leaves of Rio Grande 76 R *prf3*, 76 S, Prf-SBP-FLAG, 76 R and *tft3 #2-2* tomato lines 3 days post infiltration. Error bars represent ±SE (*n* = 6). Significance was calculated using multiple two-sided *T*-tests where * indicates significance as compared to the 76 R line. All experiments were repeated three times and typical results are shown.

These findings indicate that TFT3 is necessary for the full activation of MAPKs and the subsequent inhibition of PSII, while also contributing to transcriptomic reprogramming and PCD formation downstream of Prf/Pto activation. In contrast, the lack of a functional TFT3 is not sufficient to compromise resistance to *Pst* DC3000 in tomato.

### The Prf/Pto complex dissociates into distinct modules following effector recognition

The Prf/Pto complex consists of at least two Prf molecules that interact with each other through their N-terminal domains (Supplementary Fig. 10) and with different Pto family members^18^. As described above, TFT proteins act as facilitators of Prf/Pto-mediated ETI responses by interacting with Pto and MAPKKKα . To understand dynamism of this complex, we performed blue native PAGE, co-immunoprecipitations and split-luciferase experiments with all of the known components of the Prf/Pto complex following effector recognition. After confirming the expression of the individual components *in planta* (Supplementary Fig. 11a), a high molecular weight band was observed when complexes were separated on blue native PAGE prior to effector recognition. Following co-expression of either AvrPto or AvrPtoB, a Prf-specific lower molecular weight band was observed, suggesting the dissociation of the complex after effector recognition (Fig. 5a). To test this further, we performed co-immunoprecipitations and split-luciferase experiments by expressing Prf and Pto tagged with different epitope tags. In the split-luciferase experiments, a fully functional Prf was reconstituted by expressing the Prf-Nterm and Prf-SCNL fragments^18^. We found that the dimeric interaction between the two Prf molecules was lost when AvrPto or AvrPtoB was co-expressed with Prf (Fig. 5b and Supplementary Fig. 11b). In contrast, the Prf interaction with Pto remained intact in the presence of the effector (Fig. 5b).

**Fig. 5:**
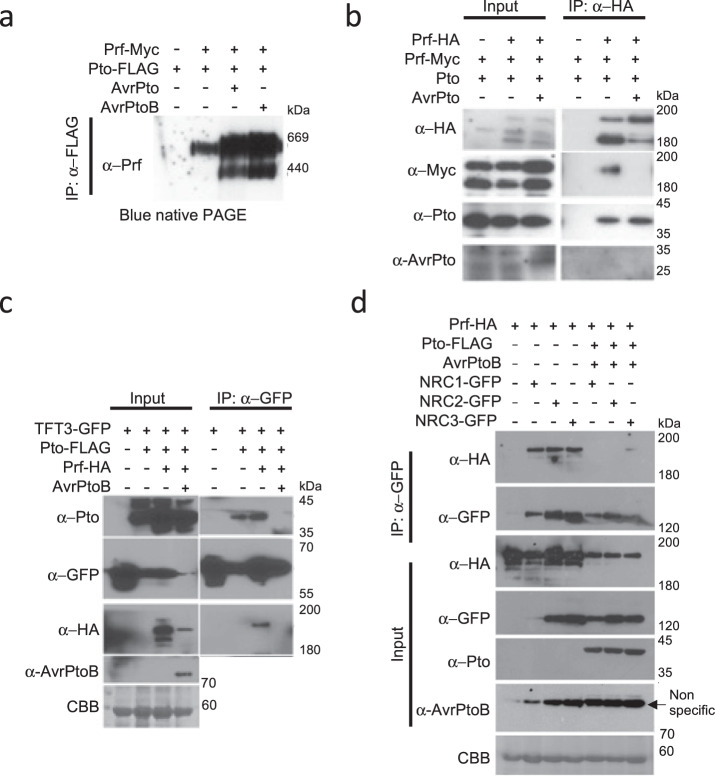
The tomato Prf/Pto complex dissociates following effector recognition. **a** Blue native PAGE showing the formation of an additional lower molecular band complex following the expression of *Pseudomonas* effectors AvrPto and AvrPtoB. Prf-Myc and Pto-FLAG constructs were transiently expressed from their native promoters in *N. benthamiana* leaves in the presence or absence of AvrPto or AvrPtoB and proteins were immunoprecipitated (IP) using α-FLAG agarose beads. The eluted fraction was subjected to blue native PAGE. **b** The Prf-Prf dimer dissociates while the Prf-Pto interaction remains intact after effector recognition. Prf-HA, Prf-Myc and Pto constructs were transiently expressed in *N. benthamiana* leaves in the presence or absence of AvrPto and Prf was immunoprecipitated using α-HA agarose beads. **c** TFT3 and Pto dissociate after effector recognition. TFT3-GFP was co-expressed with Pto-FLAG, Prf-HA and AvrPtoB in *N. benthamiana* leaves and TFT3 was immunoprecipitated using GFP-Trap agarose beads. **d** NRC1,2 and 3 interact with Prf. NRC(1-3)-GFP, Prf-HA, Pto-FLAG and AvrPtoB were transiently expressed in *N. benthamiana* leaves and NRCs-GFP were immunoprecipitated using GFP-Trap agarose beads. Plant leaves were harvested 3 days post infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left. Coomassie Brilliant Blue (CBB) staining of the membranes was used to verify protein loading. All experiments were repeated three times and typical results are shown.

Given that we identified TFTs as components of the Prf/Pto complex (Fig. 1), we next investigated the dynamics of TFT3 interaction with Pto in the presence of effectors. For this, we performed co-immunoprecipitations and spit-luciferase experiments between TFT3, Pto and Prf in the presence or absence of the AvrPtoB effector. Consistent with our previous results, in the absence of the effector, Pto, Prf and TFT3 were found as part of the same complex. Following effector recognition, the Prf-Prf interaction (Fig. 5b and Supplementary Fig. 11) and the Pto-TFT3 (Fig. 5c and Supplementary Fig. 12) interaction were dissociated. In contrast, the Prf-Pto interaction (Fig. 5b) and the TFT3 interaction with the autoactive version of the MAPKKKα (Fig. 2a) remained intact.

It was previously reported that helper NLRs known as NRCs are necessary for cell death formation following recognition of AvrPto and AvrPtoB by the Prf/Pto complex^27^. This prompted us to investigate if NRC1, NRC2 or NRC3 are components of the Prf/Pto complex. We found that Prf interacts with NRC1, NRC2 and NRC3 (Fig. 5d and Supplementary Fig. 13) but interaction of any of the three NRCs was not observed with Pto, TFT3 or MAPKKKα (Supplementary Fig. 14). We further found that the interaction between Prf and NRC1, NRC2 or NRC3 was disrupted once ETI was induced by co-expression of the AvrPtoB effector (Fig. 5d and Supplementary Fig. 15).

These findings illustrate that following effector recognition the Prf/Pto complex dissociates in two signalling modules that contribute to distinct and overlapping aspects of ETI responses (Fig. 6).

**Fig. 6:**
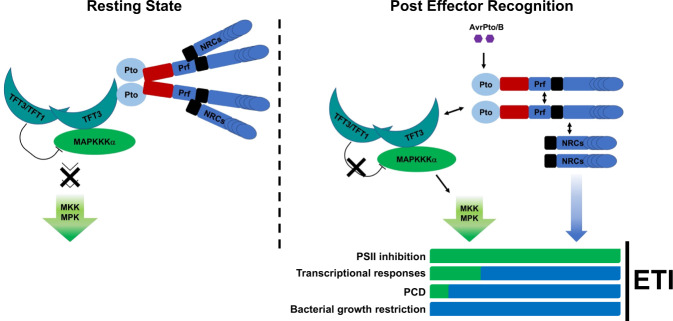
Following effector recognition, the dissociation of the Prf/Pto resistant complex leads to downstream bifurcation of the signalling cascade. Our model shows that Prf, Pto, TFT1, TFT3, MAPKKKα and NRCs are part of the Prf/Pto resistance complex. Following effector (AvrPto/B) recognition, the complex dissociates into two distinct ETI signalling branches. The TFT3-dependent branch (green bars) is required for full activation of MAPKs, the subsequent inhibition of PSII, the expression of a subset of defence-related genes and partially contributes to programmed cell death (PCD). The NRC-branch (blue bars) also contributes to Prf/Pto-dependent transcriptional responses and is required for full PCD formation and pathogen growth restriction.

## Discussion

Pathogen effectors are recognized by plant NLR proteins to trigger a downstream signalling cascade which includes strong MAP kinase activation, transcriptomic responses and ultimately, localized PCD^32^. However, the precise regulation of downstream signalling is not fully understood. To address this, we exploited the well-studied tomato Prf/Pto-mediated ETI pathway^12^ to investigate how NLR activation leads to downstream signalling processes.

In this work, we found that TFT1 and TFT3 interact with Pto, which suggests that they play a role in Prf/Pto-mediated responses. The kinase activity of Pto was not a prerequisite for this interaction but was important for the preferential binding of Pto to TFT3 suggesting that TFT3 rather than TFT1 is the main interactor of Pto (Fig. 1). In contrast, both TFT1 and TFT3 may interact with Pto homologues that have reduced kinase activity and do not contribute to effector recognition^12,15^.

The interaction of 14-3-3 proteins with NLR complexes was suggested previously^33^ and the Arabidopsis 14-3-3 protein GF14λ has been shown to interact in vitro with the resistance protein RPW8^34^. However, in the case of the Prf/Pto complex, we did not observe an interaction of Prf with any 14-3-3 protein in our experiments, despite the presence of two putative 14-3-3 binding sites in Prf^35,36^. We postulate that the observed dissociation of Pto from TFT3 (Fig. 5) is important for proper downstream phospho-relay signalling which involves activation of MAPKKKα. Our findings are very interesting in the context of Pyrin inflammasome assembly and signalling in humans^37^. Pyrin is an inflammasome protein which is phosphorylated by protein kinase N1/2 (PKN1/2) and autoinhibited by 14-3-3 proteins in a resting state. After infection, bacterial toxins lead to PKN1/2 inactivation and 14-3-3 dissociation, subsequently leading to pyrin inflammasome assembly and activation^38^. The binding of 14-3-3 to phosphorylated Pyrin therefore acts as a molecular switch to turn off Pyrin inflammasome activation. Similarly, prior to activation TFT3 is part of the inactive/repressed state of the Prf/Pto complex and dissociate from the complex after effector recognition (Fig. 5).

Notably, the resolved cryo-EM structure of the animal B-Raf dimer, which is one of the first kinases to be activated in the Ras/Raf/Mek/Erk kinase pathway that transmits extracellular signals to the nucleus, revealed that 14-3-3 proteins can facilitate the inhibition of one kinase whilst maintaining activity of the other^39^. Release of the B-Raf auto-inhibition can lead to disorder in the structure which makes one B-Raf monomer ready for catalysis and further downstream signalling activation. Consistent with this, our data suggest that the tomato MAPKKKα could also be maintained in an auto-inhibited state by TFT3 while in the Prf/Pto complex. Following effector recognition, MAPKKKα is both activated and dissociated from the Prf/Pto leading to downstream phospho-relay signalling to MAPKs. It is possible that by interacting with both Pto and MAPKKKα, TFT3 serves as an MAPKKKα inhibitor prior to effector recognition while is also necessary for bridging effector recognition by Pto to MAPKKKα activation. Consistent with this model, TFT3 is necessary for the full activation of ETI but the *tft3* mutants do not have any auto-immunity phenotypes (Fig. 4). Thus, by interacting with both Pto and MAPKKKα, TFT3 serves as a bridge connecting effector recognition with subsequent MAPK and ETI activation.

Another 14-3-3 isoform from tomato, TFT7, is known to interact with MAPKKKα and the MAPKK MEKK2 to positively regulate Pto-mediated PCD^19,26^. In this work, we did not detect any interaction between TFT7 and Pto (Fig. 1). Therefore, we reason that TFT3 is important for bridging Pto and MAPKKKα while TFT7 may play a distinct role by bridging MAPKKKα with MEKK2, leading to the intriguing possibility that specific TFT proteins regulate different steps of the Prf/Pto-mediated ETI process. Interestingly, MEKK2 and its downstream MAPK MEK3 appear to interact directly^40^, suggesting that it is only the upstream part of the Prf/Pto signalling cascade that is modulated by TFT proteins. Despite the dynamic nature of the TFT3 interaction with the Prf/Pto complex, resistance to *Pst* DC3000 was not compromised in the *tft3* tomato mutant lines (Fig. 4d). Since TFT1 also interacts with Pto, this effect could be due to genetic redundancy. However, Pto preferentially interacts with TFT3 and the *tft3* mutation significantly compromised MAPKs activation and the subsequent PSII inhibition while also reduced PCD formation and regulated part of the transcriptional immune responses of tomato to *Pst* DC3000 (Fig. 4). Our data better fit a model where effector recognition leads to branching of the Prf/Pto-mediated signalling cascade in tomato with each branch contributing specific functions. The TFT3-dependent branch is required for Prf/Pto-mediated activation of MAPKs, the subsequent inhibition of PSII, the expression of a subset of defence-related genes and partially contributes to PCD but is not requited for *Pst* DC3000 growth restriction. The NRC-branch most likely also contributes to Prf/Pto-dependent transcriptional responses and is required for PCD and pathogen growth restriction^27^ (Fig. 6).

A similar divergence of signalling has been reported in Arabidopsis after infections with *Pst* DC3000 carrying the effectors, AvrRpm1, AvrRpt2 or AvrRps4 leading to ETI mediated by both MAPK cascades and helper NLRs. In tomato, recognition of the AvrPto and AvrPtoB effectors by the Prf/Pto complex leads to MAPK activation^41^ and inhibition of PSII (Fig. 4b). Similarly, in Arabidopsis, recognition of AvrRPM1 or AvrRpt2 by the RPM1 or RPS2, two CC N-terminal domain NLRs^42,43^ leads to MAPKs activation and subsequent inhibition of PSII^29^. Furthermore, recognition of AvrRps4 by RRS1 and RPS4, a pair of Toll/interleukin-1 receptor resistance (TIR) N-terminal NLRs^44^, can also lead to MAPK activation and subsequent inhibition of PSII^29^. In tomato following effector recognition, the CC N-terminal domain helper NRCs contribute to transcriptional responses and are required for the full onset of PCD and pathogen growth restriction^27^. In Arabidopsis, the (RPW8)-CC domain containing helper NLRs of the ACTIVATED DISEASE RESISTANCE 1 (ADR1)^9^ and N REQUIREMENT GENE 1 (NRG1)^11,45^ families contribute to different aspects of the AvrRpm1, AvrRpt2 or AvrRps4-induced ETI in both a redundant and specific manner^46^. Our data show that both MAPKKKα and the helper NRCs are integral parts of the Prf/Pto resistance complex which therefore acts as a hub facilitating signal transduction downstream effector recognition. However, in Arabidopsis it is unclear how the signal is transduced from NLRs to MAPKKKs and helper NLRs. Based on our data, it is tempting to speculate that similar to the Prf/Pto complex, the Arabidopsis NRLs serve as a hub by directly or indirectly interacting with MAPKKKs and helper NLRs.

In summary, our work shows that TFTs and NRCs associate with different components of the Prf/Pto complex prior to its activation and dissociate from the complex following effector recognition. The dynamic nature of these protein-protein interactions together with our tomato phenotypes and transcriptomic data support a model where the cooperation of two parallel pathways stemming from the dissociation of the Prf/Pto complex orchestrate ETI against *Pst* DC3000 in tomato.

## Methods

### Bacteria and plant materials

*Pseudomonas syringae* pv. *tomato* strains and *Agrobacterium tumefaciens* strain GV3101 were grown at 28 °C in King’s broth (B) and Luria Broth (LB) medium with appropriate antibiotics, respectively. DCL-suppressed *Nicotiana benthamiana*^47^ and tomato Rio Grande *prf3*, *prf3/*Prf-SBP-FLAG, 76 S and 76 R lines were grown in the greenhouse with 16 h of light and average temperature of 24 °C.

### *Agrobacterium*-mediated transient assays in *N. benthamiana*

The tomato *TFT* genes were cloned first cloned into the pDONR-Zeo Gateway entry vector and later shuttled into the pEG104 destination vector using a Gateway LR reaction. The primers used for cloning are listed in Supplementary Table 1. *Pto*, *Prf*, Sl*MAPKKK α* genes and their derivatives were cloned binary vectors pT70 (a pTFS-40 derivative containing the 35 S promoter) with different tags. Each construct was transformed into *A. tumefaciens* strain GV3101 pMp90^23^. Each construct was grown in LB broth under corresponding antibiotic selections at 28 °C overnight. Bacterial cultures were resuspended in infiltration buffer containing 10 mM MES (pH 5.6) and 10 mM MgCl_2_ at OD_600_ nm = 0.8. After 48 h, the syringe infiltrated leaves were collected for co-IP experiments.

### Coimmunoprecipitation, immunoblotting and blue native PAGE

Constructs were co-expressed in *N. benthamiana* leaves by *Agrobacterium*-mediated transient expression (as above). After 2–3 days, plant proteins were extracted from harvested leaves in 5 ml of extraction buffer as described earlier^48^. Proteins were incubated with agarose or sepharose beads of indicated epitope tags for 2 h at 4 °C. For GFP and Myc IPs, GFP-Trap and Myc-Trap agarose beads (Chromotek) were used and for FLAG and HA IPs, anti-FLAG M2 agarose and anti-HA agarose (Sigma) beads were used. After washing with washing buffer five times, beads were resuspended with 50 μL of 1 × SDS loading buffer. Proteins were separated on 10% SDS-PAGE gel, transferred onto a PVDF membrane using a semi-dry electroblotter (Bio-Rad), and detected with antibodies. Mouse anti-FLAG (1:5000, Sigma), anti-cMyc-HRP (1:10000, Santa Cruz), anti-HA-HRP (1:1500, Santa Cruz), anti-GFP-HRP (1:10000, Santa Cruz), rabbit anti-phospho-p44/42 MAPKs (1:5000, Cell Signaling Technology) and rabbit anti-14-3-3 (1:2000, Argisera) were used. The chemiluminescent signal was detected using Amersham ECL-Plus blotting detection system (GE Healthcare). For Blue native PAGE, proteins were extracted in the same way, separated on an Invitrogen 4-16% gradient NativePAGE Bis-Tris Gel, and transferred onto a PVDF membrane following the manufacturer’s instructions.

### Split-luciferase assays

For the split luciferase assays, constructs were PCR-amplified from the pT70 vectors with primers containing the BP reaction sites and were subsequently cloned into the pDONRzeo entry vector. *Prf-Nterm* was synthesised containing the BP reaction sites and was cloned into the pDONRzeo vector. All genes were cloned into the pDEST-NLUC^GW^ and pDEST-CLUC^GW^ binary destination vectors^49^ using a Gateway LR reaction. Constructs were transformed into *A. tumefaciens* GV3101 pMp90 and grown in LB broth under corresponding antibiotic selections at 28 °C for 48 h. Cultures were resuspended in infiltration buffer at OD_600_ nm = 0.8, combined in equal ratios to create each combination tested, and infiltrated into *N. benthamiana* leaves using a needleless syringe. Leaves were collected 3 days post-infiltration and luciferase was detected using a Photek HRPCS single photon counting system (Photek Ltd). Luminescence images were analysed using the Image32 software.

### MAPK activation assay

Proteins from pulverised tissue was isolated using extraction buffer (50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 15 mM EGTA, 10 mM MgCl_2_, 1 mM Na_2_MnO_4_·2H_2_O, 0.5 mM NaVO_3_, 1 mM NaF, 30 mM β-glycerol phosphate, 0.5 mM phenylmethylsulfonyl fluoride, and plant protease inhibitor cocktail [Serva GmbH]). After centrifugation at 30,000 *g* for 30 min at 4 °C, the protein concentration of the supernatant was determined using a Bradford assay. Thirty micrograms of protein were separated on a 10% polyacrylamide gel. Immunoblot analysis was performed using anti-phospho-p44/42 MAPKs (1:5000; Cell Signaling Technology) and peroxidase-conjugated goat anti-rabbit antibody (1:10000; Sigma).

### Mass spectrometry

Immunoprecipitated samples were prepared for mass spectrometry by performing on-beads trypsin digestion. The proteins were reduced with dithiothreitol and alkylated with iodoacetamide. The proteins were subsequently digested with trypsin (Promega) at 37 °C overnight. Subsequently, the peptides were subjected to liquid chromatography-MS/MS analysis. Reverse-phase chromatography was used to separate tryptic peptides prior to mass spectrometric analysis using an Acclaim PepMap µ-precolumn cartridge (300 µm i.d. ×5 mm, 5 μm, 100 Å) and an Acclaim PepMap RSLC (75 µm × 25 cm, 2 µm, 100 Å; Thermo Scientific). Peptides were eluted directly via a Triversa Nanomate nanospray source (Advion Biosciences) into a Thermo Orbitrap Fusion mass spectrometer (Q-OT-qIT; Thermo Scientific). The raw data were processed using MSConvert in the ProteoWizard Toolkit (version 3.0.5759). MS/MS spectra were searched with Mascot engine (Matrix Science; version 2.4.1) against the *N. benthamiana* database (available on request from Sophien Kamoun at the Sainsbury Laboratory; http://www.tsl.ac.uk/staff/sophien-kamoun/) and the common Repository of Adventitious Proteins Database (http://www.thegpm.org/cRAP/index.html). Peptides were generated from a tryptic digestion with up to two missed cleavages, carbamidomethylation of Cys as fixed modifications, and oxidation of Met as variable modifications. Precursor mass tolerance was 5 ppm, and product ions were searched at 0.8-D tolerance^50^. Scaffold (version Scaffold_4.3.2; Proteome Software) was used to validate MS/MS-based peptide and protein identification. Peptide identifications were accepted if they could be established at greater than 95% probability by the Scaffold Local FDR algorithm.

### ProQ diamond staining of phosphoproteins

Staining of phosphorylated proteins was performed using Pro-Q™ Diamond Phosphoprotein Gel Stain (Invitrogen) following protein separation on SDS-PAGE. The indicated proteins were incubated for 30 min at 30 °C in the kinase buffer containing 25 mM Tris-Cl (pH 7.5), 10 mM MgCl_2_, 1 mM DTT, 1 mM PMSF, 25 μM ATP. After separation on 10% SDS-PAGE, the gel was fixed with 50% methanol and 10% acetic acid overnight. The gel was washed with water for 30 min and stained with 3x diluted Pro-Q diamond stain (Invitrogen) in the dark for 2 h. The gel was destained four times for 30 min each with 20% acetonitrile, 50 mM sodium-acetate (pH 4.2). The gel was washed again with water for 10 min and was scanned at 400 V using a Typhoon Scanner (GE Healthcare)^51^.

### Generation of the CRISPR/Cas9 tomato mutant lines of TFT3

A CRISPR/Cas9 target site for the TFT3 gene was selected using CRISPR-P 2.0 (http://cbi.hzau.edu.cn/CRISPR2/)^52^. To generate the sgRNA construct, sgRNA with a specific target sequence was PCR amplified from pDONR207 (AtU6p-sgRNA with attL1 and attL2; from Jeffrey Dangl, UNC Chapel Hill) using primer sets TFTtarget/sgRNArev. Each PCR product was self-ligated and the product was recombined into pMDC83^53^ with Cas9-HA-NLS using LR clonase II (ThermoFisher). The final plasmid was transformed into *A. tumefaciens* strain LBA4404 and then used to transform and regenerate Rio Grande tomato line *prf3*/Prf-SBP-FLAG using standard methods^54^. To confirm the identity of the mutation, DNA surrounding the CRISPR/Cas9 target site was PCR-amplified from the genomic DNA of mutant T1 candidates using gene specific primer set TFTfor/TFTrev and then sequenced (Genewiz). The *tft3 2-2* line (*prf3/*Prf-SBP-FLAG*/tft3 2-*2) was characterized in this study.

### Microarray analysis

Leaves of four-week-old tomato *prf3*, *prf3/*Prf-SBP-FLAG and *tft3* 2-2 lines leaves were vacuum infiltrated with *Pst* DC3000 (OD = 0.1) for 6 h; 10 mM MgCl_2_ infiltration served as control. All infiltrations were carried out in biological triplicate and three technical replicates were used for each. After tissue harvesting and grinding in liquid nitrogen, RNA extraction was performed using a RNeasy kit (QIAGEN) and quality checked using Bioanalyzer analysis. First-strand cDNA synthesis was performed from 2 µg of total RNA using RevertAid reverse transcriptase (Invitrogen). 200 ng of RNA was used for cDNA synthesis and Cy3-labelling using the Low Input Quick Amp Labeling Kit for One-Color Microarray-Based Gene Expression Agilent analysis. 1.65 µg of linearly amplified and labelled cDNA was hybridized for 17 h at 65 °C on 4 × 180k format 60-mer oligonucleotide probes designed against the *S. lycopersicum* cv. Heinz 1706 build 2.4 (annotation 2.5) genome (Agilent design ID = 069672; GEO record GPL21602). Each array contained ~5 probes for 34,619 transcripts. Arrays were imaged using an MS200 microarray scanner with only the 480 nm laser and using the autogain feature of the NimbleScan software. Image (tiff) files were imported into the Agilent Feature Extraction software for quality control assessment, grid alignment and expression value extraction at the probe and transcript level with the RMA algorithm^55^ used to carry out background subtraction, quantile normalization and summarization via median polish, and output log_2_ normalized gene expression levels (see raw and normalised data at GEO (accession number GSE167378). Linear Models for Microarray Data (package *limma* in R^56^) was then used to fit linear models to pairs of samples, identifying genes that contrasted the most between the experimental pairs. Transcripts were termed to be differentially expressed if they showed a Benjamini-Hochberg adjusted *P*-value ≤ 0.05 in the comparison between treatment and control.

### qRT-PCR

cDNA for qPCR analysis was amplified using SYBR FAST (Sigma) and qPCR reactions run in the Realtime PCR System (Agilent Technologies). The transcript level for each gene was standardized based on cDNA amplification of *tubulin* as a reference; primer sequences are in Supplementary Table 1.

### Pathogen assays

Fresh *Pseudomonas syringae* cultures were grown overnight and resuspended to an absorbance at 600 nm of 0.02 in 10 mM MgCl_2_ and 0.01% Silwet L-77. Four-week-old plants were vacuum‐infiltrated with the bacterial culture. To measure bacterial count, leaf discs (10 mm in diameter) were harvested at each time point, samples were homogenized, and serial dilutions were plated on KingB plates containing appropriate antibiotics.

### Electrolyte leakage assays

For the electrolyte leakage assay, four-week-old tomato plants were infiltrated with *P. syringae* DC3000 at an OD_600_ nm = 0.1 with a needleless syringe. Three leaf disks per sample were harvested using a 1 cm^2^ cork borer three days post-infiltration, for a total of 9 samples per genotype. Leaf disks were washed in distilled water, randomly placed in 12 well plates with 2 ml distilled water and incubated inside a growth chamber. Sample conductivity (in microSiemens/cm) was measured every hour for 8 h with a LAQUAtwin EC-11 (HORIBA Ltd., Kyoto, Japan). Experiments were performed 4 times and data were analysed using a Student’s *T*-test.

### Chlorophyll fluorescence imaging

For the Photosystem II chlorophyll fluorescence imaging of tomato leaves a CF Imager (Technologica Ltd, Colchester, UK) was used. Leaves of four-week-old plants were infiltrated with *P. syringae* DC3000 at an OD_600_ nm = 0.1 with a needleless syringe. Plants were returned to the growth chamber for 30 min post-infiltration, leaves were harvested and placed on a square petri dish in the CF Imager. Leaves were dark adapted for 20 min, minimal fluorescence with fully oxidized PSII centres (F_o_) was measured, followed by a saturating light pulse (6349 µmol m^−2^ s^−1^) for 0.8 s for the maximum dark-adapted fluorescence (*F*_*m*_). Actinic light (120 μmol m^−2^ s^−1^) was applied for 15 min, followed by a saturating pulse for the maximum light adapted fluorescence (*F*_*m*_). Actinic light was applied for another 24 min and was followed by 20 mins of dark. The same 59 min cycle was repeated 15 times and the maximum dark-adapted quantum efficiency of the Photosystem II *F*_*v*_*/F*_*m*_ was calculated as (F_m_-F_o_/F_m_). Experiments were performed 4 times and data were analysed using a Student’s *T*-test

### Gene IDs

DNA sequence information of the genes used in this study can be found in the GenBank/EMBL databases under the following accession numbers: Prf (AAF76308), Pto (AAF76306), SlMAPKKKα (AY500155), SlMAPKKKɛ (GU192457), TFT1(X95900), TFT2 (X95901), TFT3 (X95902), TFT4 (AJ504807), TFT5 (X95903), TFT6 (X95904), TFT7 (X95905), TFT8 (X98864), TFT9 (X98865), TFT10 (X98866), GRF1 (L09112), GRF2 (M96855), GRF3 (L09110), GRF4 (L09111), GRF5 (L09109), GRF6 (U68545), GRF7 (U60445), GRF8 (U36447), GRF9 (U60444), GRF10 (U36446), GRF11 (AF323920), NRC1 (NP_001234202), NRC2 (XP_004248798.1), NRC3 (XP_004238948.1).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Reporting Summary

## Data Availability

The microarray data were deposited into the NCBI database (GEO accession: GSE167378). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD041469. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dynamic changes of the Prf/Pto tomato resistance complex following effector recognition
**Source:** Nat Commun. 2023 May 4;14:2568. doi: 10.1038/s41467-023-38103-6
**Supplement:** Supplementary file 1 — Supplementary Information

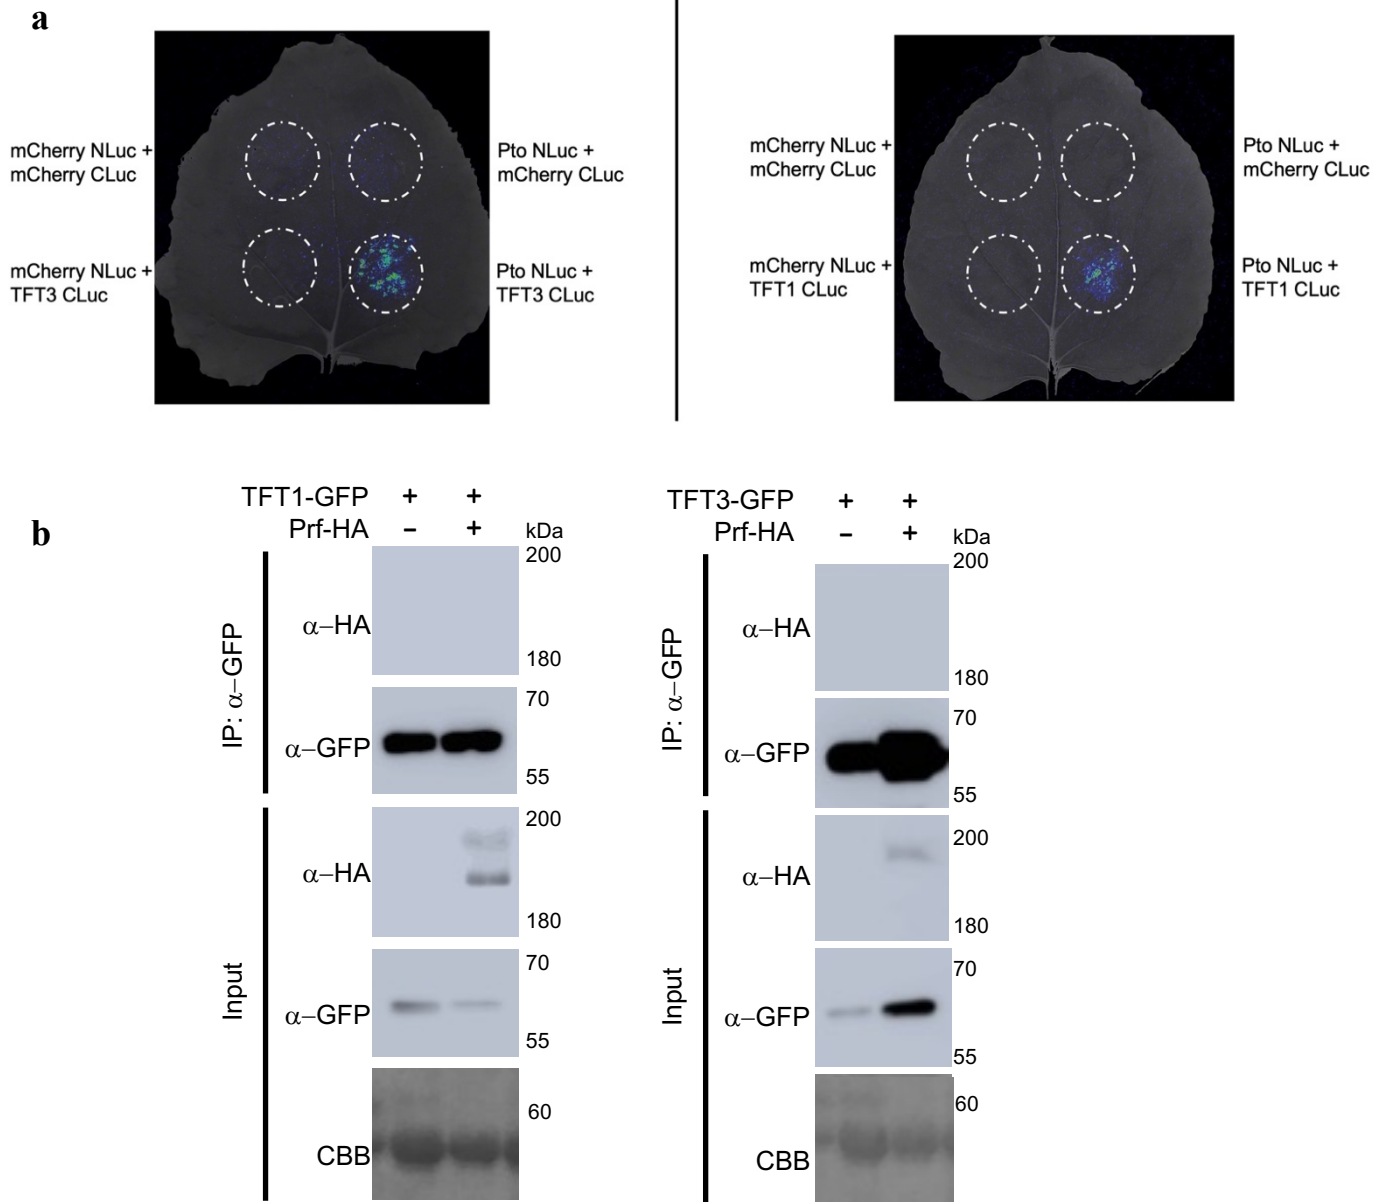

Supplementary Figure 1. Pto and not Prf interact with tomato 14-3-3 proteins.

a. Pto interacts with TFT3 and TFT1. Pto NLuc was transiently co-expressed with TFT3 CLuc (left) or TFT1 NLuc (right) along with the mCherry N/CLuc controls in *N. benthamiana* leaves. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown. **b.** Prf does not interact with tomato 14-3-3 proteins. Prf-HA was co-expressed with TFT1-GFP or TFT3-GFP in *N. benthamiana* leaves and TFTs were immunoprecipitated (IP) using GFP-Trap agarose beads. Plant leaves were harvested 3 days post infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left. Coomassie Brilliant Blue (CBB) staining of the membrane was used to monitor protein loading. The experiments were repeated three times and typical results are shown.

a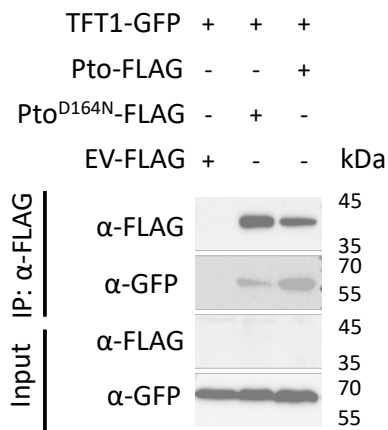**b**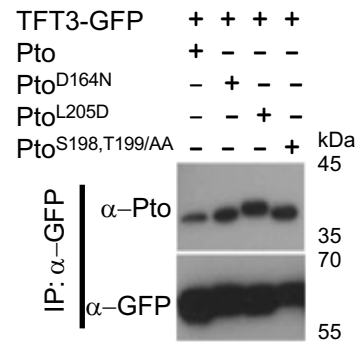

Supplementary Figure 2. The kinase activity of Pto is not required for its interaction with either TFT1 or TFT3.

a. TFT1-GFP, Pto-FLAG, EV-FLAG and the kinase dead variant of Pto (Pto^{D164N}-FLAG) constructs were transiently expressed in *N. benthamiana* leaves. Pto-FLAG and Pto^{D164N}-FLAG and EV-FLAG were immunoprecipitated (IP) using α-FLAG agarose beads. **b.** TFT3-GFP, Pto-FLAG, Pto^{D164N}-FLAG, the constitutive active Pto (Pto^{L205D}-FLAG) and transphosphorylation deficient Pto (Pto^{S198,T199/AA}-FLAG) constructs were transiently expressed in *N. benthamiana* leaves. TFT3-GFP was IP using GFP-Trap agarose beads. Leaves were harvested 3 days post infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left. The experiments were repeated three times and typical results are shown.

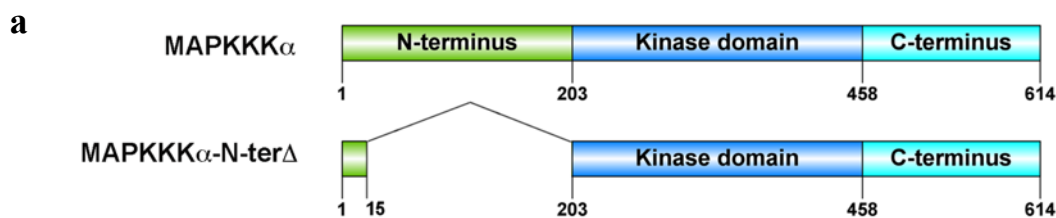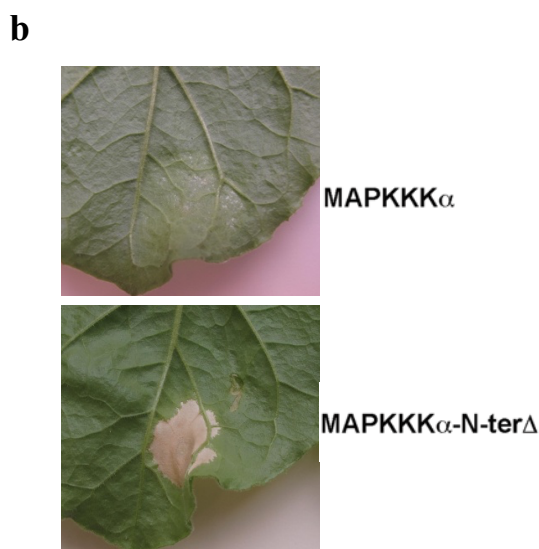

Supplementary Figure 3. Tomato MAPKKK α N-ter Δ is an autoactive version triggering ligand independent HR.

a. The N terminal deleted version of MAPKKK α lacking amino acids 16-202 (MAPKKK α N ter Δ) and full length MAPKKK α (**b**) were transiently expressed in *N. benthamiana* leaves and pictures were taken after 3 days.

a

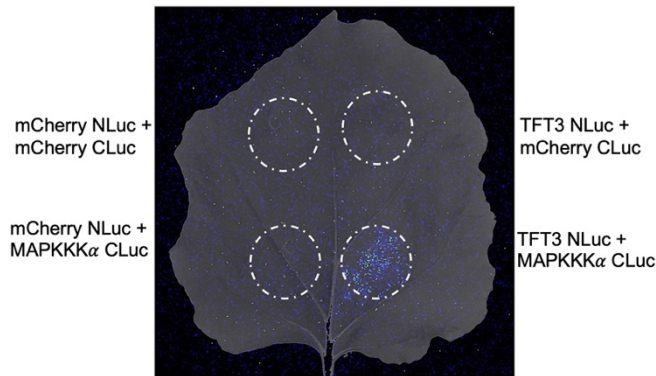

b

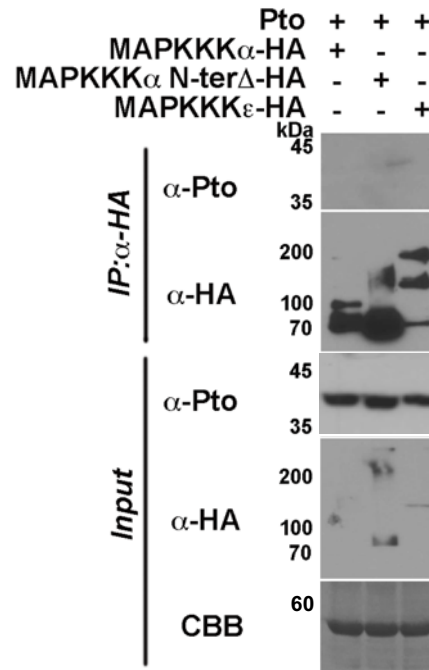

Supplementary Figure 4. TFT3 but not Pto interacts with MAPKKK α .

a. TFT3 interacts with MAPKKK α . TFT3 NLuc was transiently co-expressed with MAPKKK α CLuc along with the mCherry N/CLuc controls in *N. benthamiana* leaves. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown. **b.** Pto does not interact with MAPKKKs. HA-tagged MAPKKK α , MAPKKK ϵ or the autoactive N-terminal deleted version of MAPKKK α (MAPKKK α N ter Δ) were co-expressed with Pto in *N. benthamiana* leaves as indicated and MAPKKKs were immunoprecipitated (IP) using α -HA agarose beads. Leaves were harvested 3 days post infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left. Coomassie Brilliant Blue (CBB) staining of the membrane was used to verify equal protein loading. The experiments were repeated three times and typical results are shown.

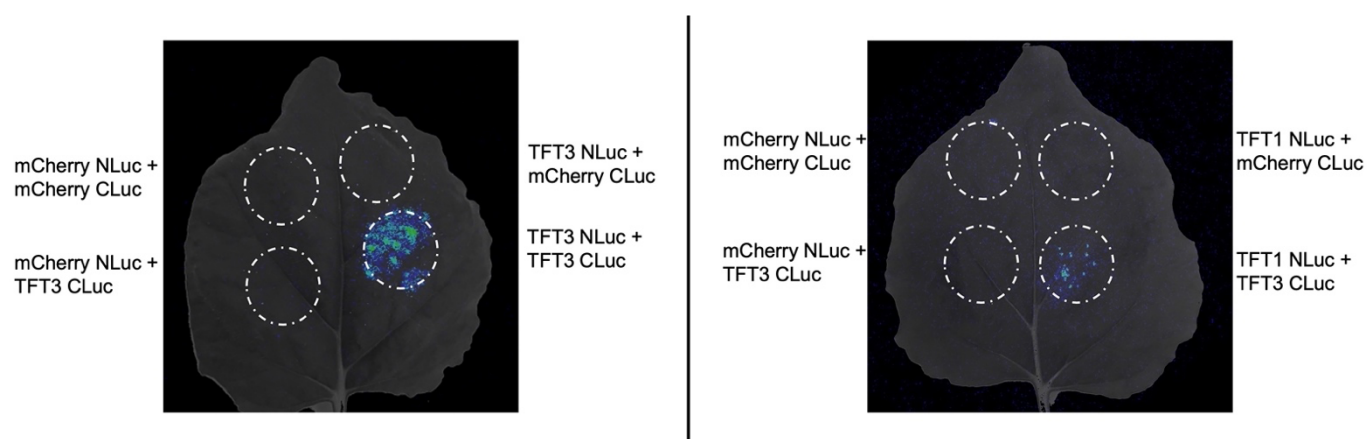

Supplementary Figure 5. TFT3 homo and hetero-dimerises with TFT1.

TFT3 NLuc was transiently co-expressed with TFT3 CLuc (left) or TFT1 (right) along with the mCherry N/CLuc controls in *N. benthamiana* leaves. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown.

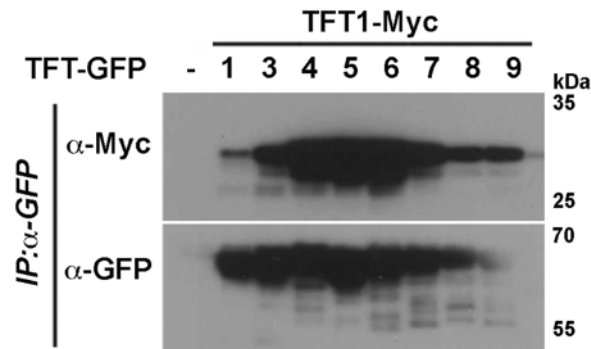

Supplementary Figure 6. TFT1 forms homo and hetero-dimers with multiple TFTs.

TFT1-Myc was transiently co-expressed with TFT(1-9)-GFP in *N. benthamiana* leaves. Immunoprecipitation (IP) of TFT-GFP was carried out using GFP-Trap agarose beads. All leaves were harvest 3 days post-infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left. The experiments were repeated three times and typical results are shown.

a

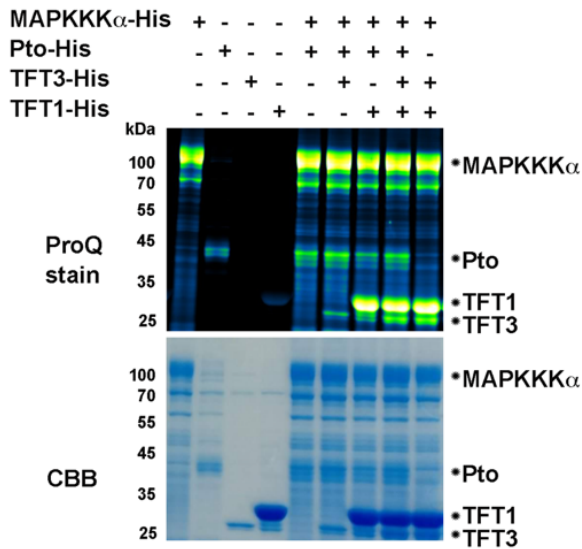

b

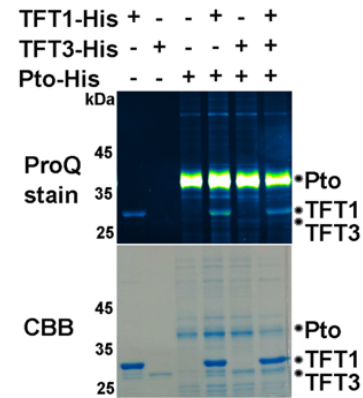

Supplementary Figure 7. Phosphorylation dynamics of Prf/Pto components.

a. Kinase activity assay showing the phosphorylation status of MAPKKK α *in vitro*. Purified His-tagged proteins (MAPKKK α , Pto, TFT1 and TFT3) were incubated in the indicated combinations in kinase buffer. The proteins were separated on a 10% SDS-PAGE gel and stained with ProQ Diamond stain which specifically stains phosphorylated proteins (bright green/blue bands). Coomassie Brilliant Blue (CBB) staining of the SDS-PAGE gels was used to verify protein loading. **b.** No direct phosphorylation of TFTs by Pto was observed. His-purified Pto, TFT1 and TFT3 were incubated in a kinase buffer. Proteins were separated on a 10% SDS-PAGE gel and stained with ProQ Diamond stain. CBB staining of the SDS-PAGE gels was used to verify protein loading. All experiments were performed 3 times and typical results are shown.

a

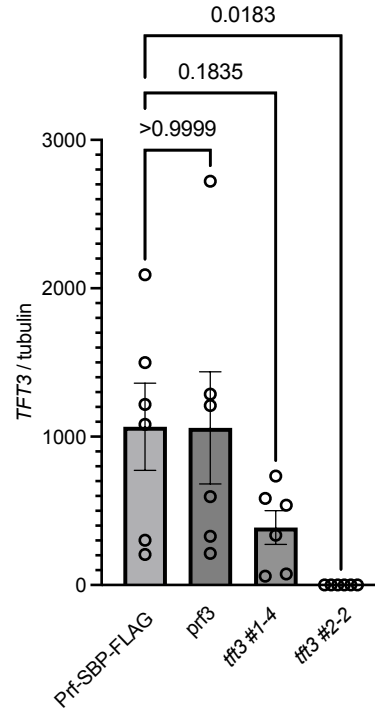

b

TFT3

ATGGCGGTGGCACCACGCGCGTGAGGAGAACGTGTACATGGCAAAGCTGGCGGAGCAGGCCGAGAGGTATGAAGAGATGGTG
M A V A P T A R E E N V Y M A K L A E Q A E R Y E E M V
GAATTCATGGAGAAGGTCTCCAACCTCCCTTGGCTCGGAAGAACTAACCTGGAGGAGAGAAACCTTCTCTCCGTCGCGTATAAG
E F M E K V S N S L G S E E L T V E E R N L L S V A Y K
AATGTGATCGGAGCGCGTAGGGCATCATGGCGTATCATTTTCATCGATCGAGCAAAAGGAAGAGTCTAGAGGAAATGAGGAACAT
N V I G A R R A S W R I I S S I E Q K E E S R G N E E H
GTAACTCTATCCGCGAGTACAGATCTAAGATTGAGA (wild-type)
V N S I R E Y R S K I E

tft3 #2-2

ATGGCGGTGGCACCACGCGCGTGA-----
M A V A P T A R D

-----TCTAAGATTGAGA (250bp deletion)
L R L R

Supplementary Figure 8. Expression level of *TFT3* following infection with *Pst* DC3000.
a. qPCR analyses of *TFT3* expression in Rio Grande Tomato lines *prf3*, *prf3*/Prf-SBP-FLAG (Prf-SBP-FLAG), *prf3/tft3 1-4*/Prf-SBP-FLAG (*tft3* #1-4) and *prf3/tft3 2-2*/Prf-SBP-FLAG (*tft3* #2-2). Relative expression levels were calculated compared to tubulin expression values and are means $\pm$ SE, n = 3. Significance was calculated using multiple two-sided T-tests where * shows significance according to the indicated *P*-values compared to Prf-SBP-FLAG expression. The experiment was repeated three times and typical results are shown. **b.** Generation of TFT3 null mutant. TFT3 mutant line, *tft3* #2-2, generated by CRISPR/Cas9 system in Rio Grande tomato line *prf3*/Prf-SBP-FLAG plant. Red and blue letters represent CRISPR/Cas9 target and PAM (Protospacer Adjacent Motif) sequences, respectively. Black dashes represent the deletions. Translated protein sequences are represented under the DNA sequences.

Prf-dependent and TFT3-dependent transcriptional responses to *Pst* DC3000 (775 genes)

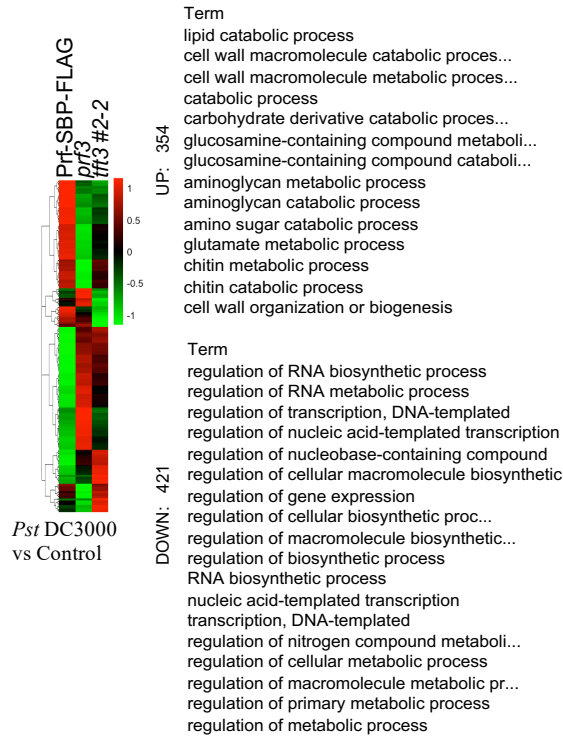

Prf-dependent and TFT3-independent transcriptional responses to *Pst* DC3000 (2183 genes)

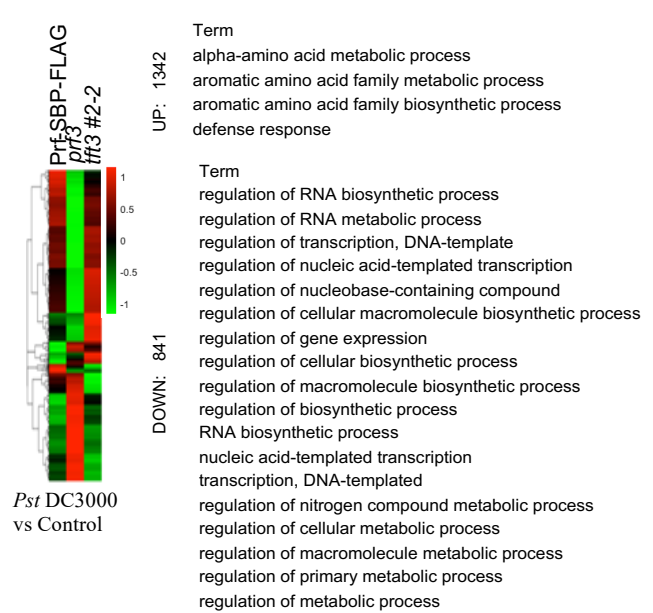

TFT3-dependent transcriptional responses not involved in Prf-mediated ETI (1563 genes)

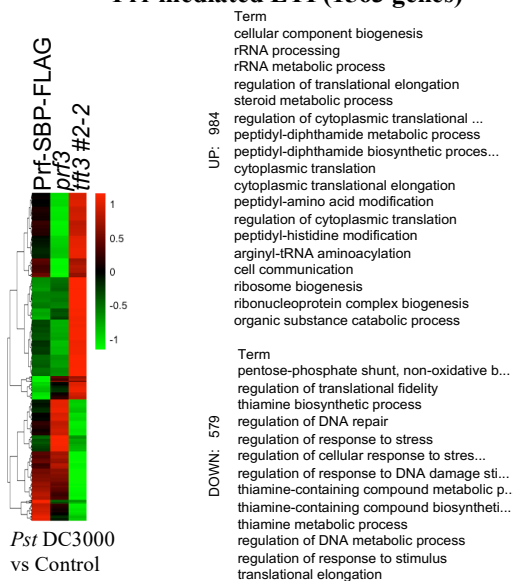

Prf-dependent transcriptional responses not involved in Prf-mediated ETI (569 genes)

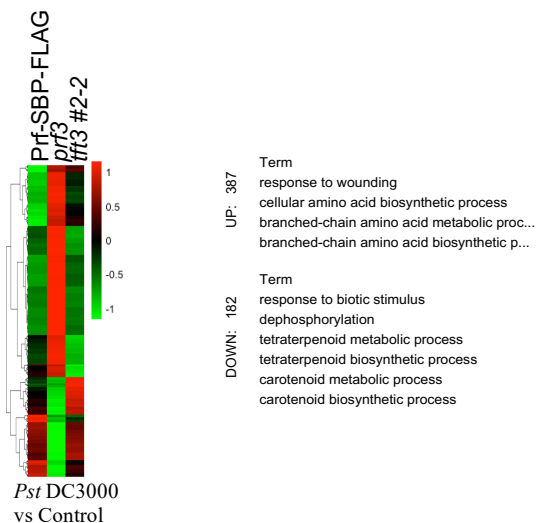

Supplementary Figure 9. Prf and TFT3 regulated distinct and overlapping sets of genes.

Heat maps and gene ontology (GO) enrichment analysis showing the differential expression profile of wild type and mutant tomato lines 6 hours post infiltration with *Pseudomonas syringae* pv. *tomato* (*Pst* DC3000). Rio Grande tomato lines, *prf3*, *prf3*/Prf-SBP-FLAG (Prf-SBP-FLAG) and *prf3/tft3* 2-2/Prf-SBP-FLAG (*tft3* #2-2) were either mock inoculated (control) or infiltrated with *Pst* DC3000. Threshold was set at greater than 2-fold and transcripts were termed to be DEGs if they showed a Benjamini-Hochberg adjusted P-value ≤ 0.05 in the comparison between treatment and control. GO term enrichment was analysed with Fisher Exact test, false discovery rate (FDR) < 0.05 . Gene expression changes are coloured depending on whether genes are relatively induced (red) or repressed (green) within infected leaves compared to mock-inoculated leaves. All infiltrations were carried out in biological triplicates.

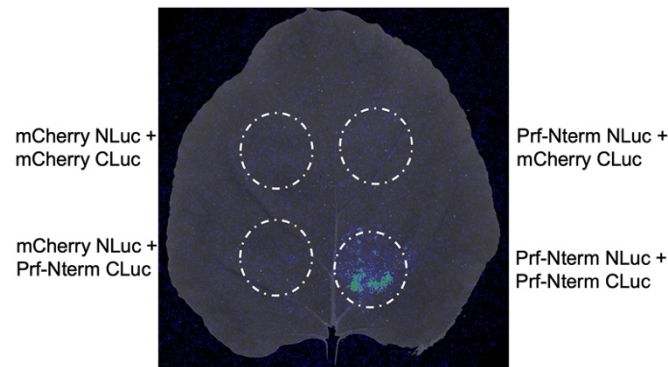

Supplementary Figure 10. The Prf N-term domain self-associates.

Prf-Nterm NLuc was transiently co-expressed with Prf-Nterm CLuc along with the mCherry N/CLuc controls in *N. benthamiana* leaves. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown.

a

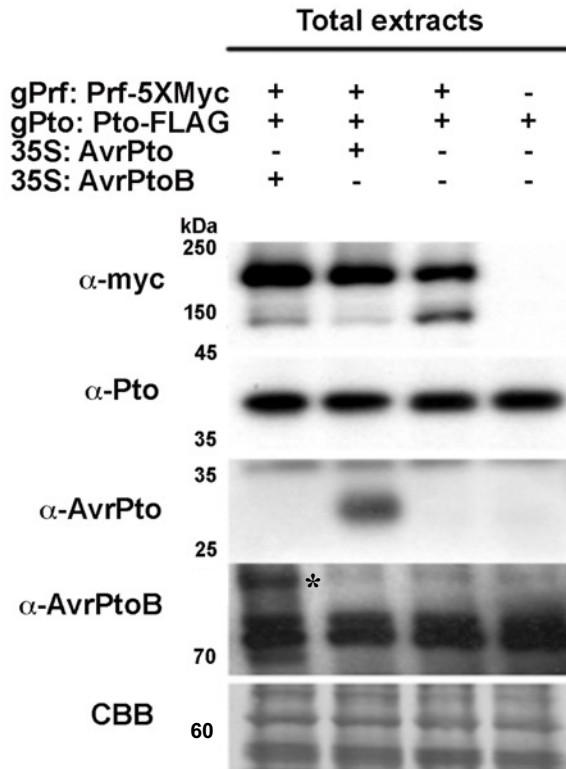

b

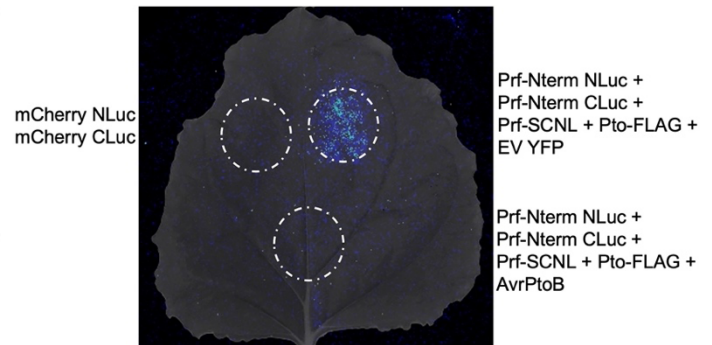

Supplementary Figure 11. The Prf-Prf dimer dissociates after effector recognition.

a. Expression confirmation of individual proteins for Prf/Pto complex on Blue Native PAGE. Prf-Myc and Pto-FLAG constructs were transiently expressed from their native promoters in *N. benthamiana* leaves in the presence or absence of AvrPto or AvrPtoB. Prior to immunoprecipitation and blue native PAGE, equal protein levels were confirmed using immunoblotting with the antibodies indicated on the left (*indicates the AvrPtoB specific band). All plant leaves were harvested 3 days post infiltration for protein extraction. Coomassie Brilliant Blue (CBB) staining of the membrane was used to verify protein loading. The experiments were repeated three times and typical results are shown. **b.** Prf homodimers dissociates after AvrPtoB recognition. Prf-Nterm NLuc was transiently co-expressed with Prf-Nterm CLuc along with Prf-SCNL, Pto-FLAG and the mCherry N/CLuc controls in *N. benthamiana* leaves, in the presence or absence of AvrPtoB. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown.

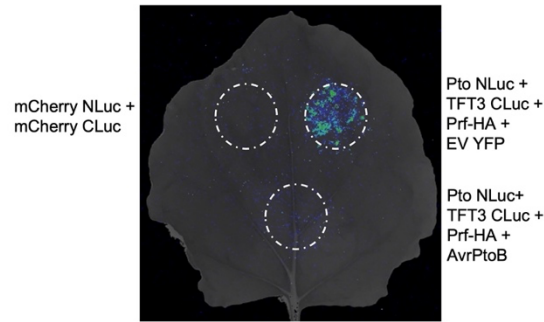

Supplementary Figure 12. TFT3 and Pto dissociate after effector recognition.

Pto NLuc was transiently co-expressed with TFT3 CLuc along with Prf-HA and the mCherry N/CLuc controls in *N. benthamiana* leaves, in the presence or absence of AvrPtoB. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown.

a

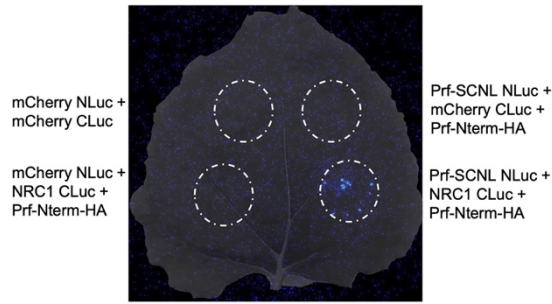

b

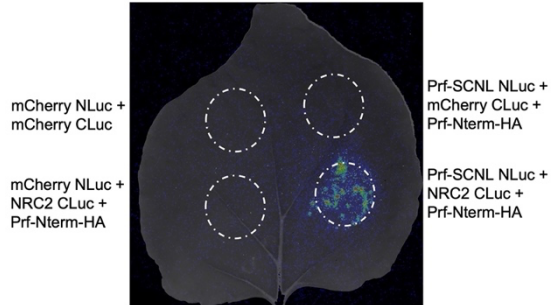

c

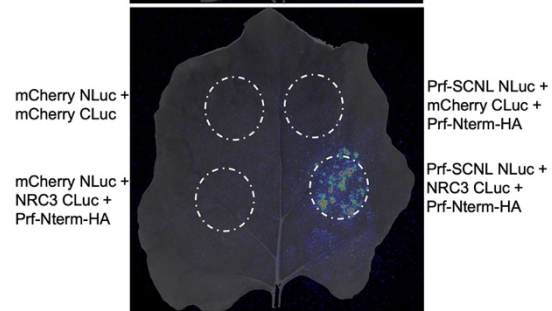

Supplementary Figure 13. NRCs interact with Prf.

Prf-SCNL NLuc was transiently co-expressed with NRC1 (a), NRC2 (b) or NRC3 (c) CLuc along with Prf-Nterm-HA and the mCherry N/CLuc controls in *N. benthamiana* leaves. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown.

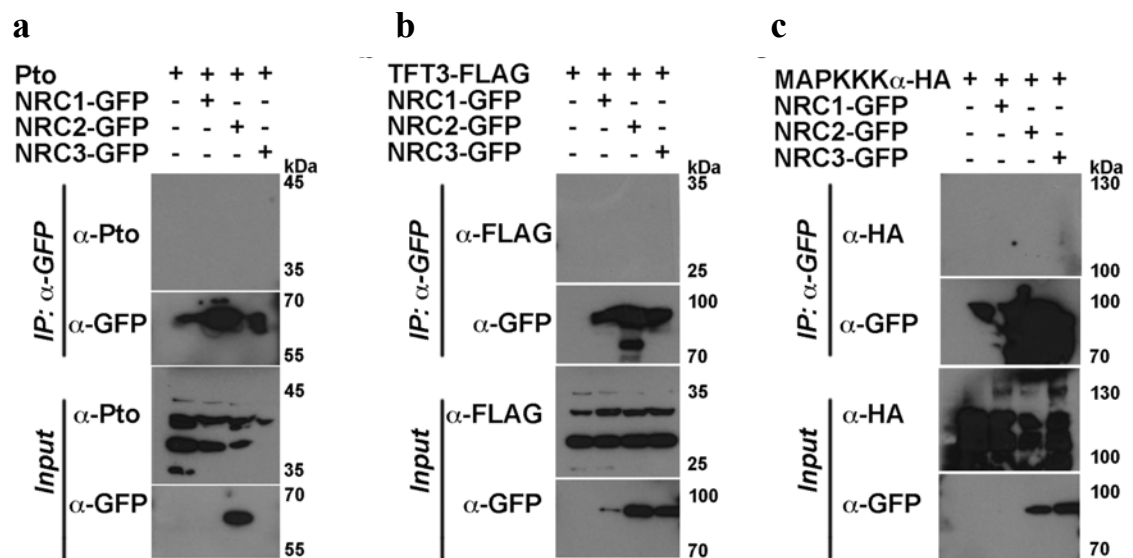

Supplementary Figure 14. NRCs do not interact with Pto (a), TFT3 (b) or MAPKKK α (c). **a-c** Pto, TFT3-FLAG, MAPKKK α -HA and NRC1-3-GFP were transiently expressed in *N. benthamiana* leaves. NRCs were immunoprecipitated (IP) using GFP-Trap agarose beads. Plant leaves were harvested 3 days post infiltration for protein extraction and immunoblots were performed with the antibodies indicated on the left of each panel. The experiments were repeated three times and typical results are shown.

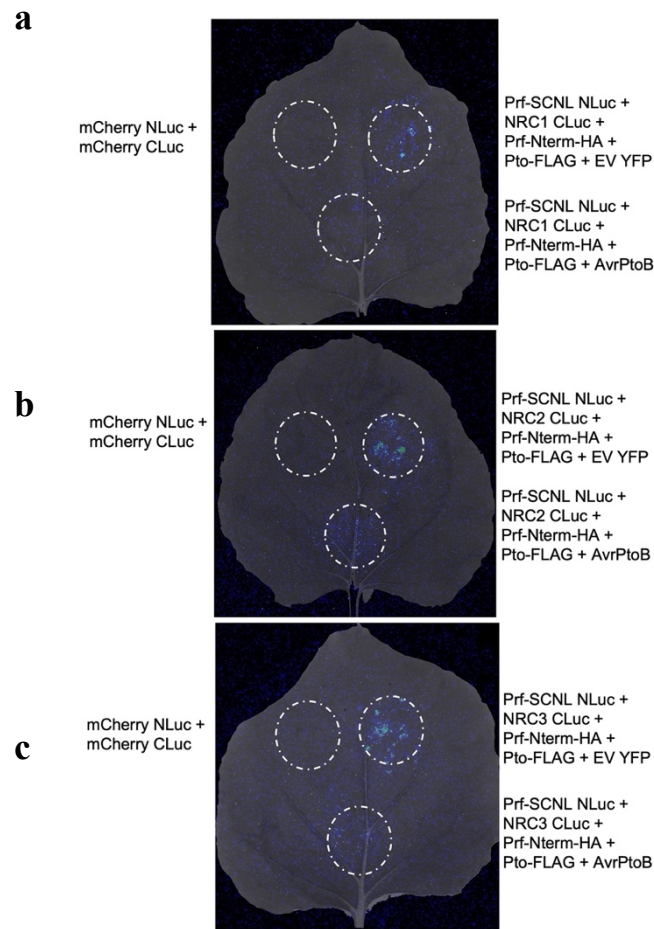

Supplementary Figure 15. NRCs and Prf dissociate after effector recognition.

Prf-SCNL NLuc was transiently co-expressed with NRC1 (a), NRC2 (b) or NRC3 (c) CLuc along with Prf-Nterm-HA, Pto-FLAG and the mCherry N/CLuc controls in *N. benthamiana* leaves, in the presence or absence of AvrPtoB. Leaf luminescence was detected 3 days post-infiltration using a Photek camera. The experiments were repeated three times and typical results are shown.

Supplementary Table 1. Primers used

Gene Name	Forward Primer	Reverse primer	Purpose
TFT1	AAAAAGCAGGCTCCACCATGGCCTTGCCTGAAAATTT	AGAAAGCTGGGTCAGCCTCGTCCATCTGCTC	Cloning in pDONR-Zeo vector
TFT2	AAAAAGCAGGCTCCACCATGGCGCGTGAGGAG	AGAAAGCTGGGTC CTG TTG TTC ATT GTCG	
TFT3	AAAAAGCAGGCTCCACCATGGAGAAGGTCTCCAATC	AGAAAGCTGGGTCATTTTTCTCTTCA GGT TTG	
TFT4	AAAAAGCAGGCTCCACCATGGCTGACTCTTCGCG	AGA AAG CTG GGT CCTG CTG CCC CTC GCC T	
TFT5	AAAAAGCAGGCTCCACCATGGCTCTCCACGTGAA	AGAAAGCTGGGTCTCCTGCATATCCGAGGT	
TFT6	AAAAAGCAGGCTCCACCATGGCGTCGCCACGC	AGA AAG CTG GGT CTTTATTATCATCTGG TTT AGG	
TFT7	AAAAAGCAGGCTCCACCATGGAGAAGGA AAGAGAAAAACA	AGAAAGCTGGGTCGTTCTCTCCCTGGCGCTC	
TFT8	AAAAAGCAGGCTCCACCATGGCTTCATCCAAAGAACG	AGAAAGCTGGGTC CTC CGC ATC CTC GCC T	
TFT9	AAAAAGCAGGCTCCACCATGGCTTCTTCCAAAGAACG	AGA AAG CTG GGT CCTCTGCATCTTCACTCC A	
TFT10	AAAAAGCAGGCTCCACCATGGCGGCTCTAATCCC	AGAAAGCTGGGTCAGATTCATCCAAC TGATC C	
Pto	AAAAAGCAGGCTCCACCATGGGAAGCAAG	AGAAAGCTGGGTCAATAACAGACTCTTG	qRT PCR
Prf-SCNL	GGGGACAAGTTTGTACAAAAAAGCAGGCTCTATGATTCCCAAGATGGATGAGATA	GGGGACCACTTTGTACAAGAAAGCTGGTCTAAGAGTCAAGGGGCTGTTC	
SIMAPKK K α	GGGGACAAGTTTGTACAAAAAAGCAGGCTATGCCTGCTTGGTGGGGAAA	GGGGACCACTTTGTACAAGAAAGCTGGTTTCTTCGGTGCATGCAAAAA	CRISPR/Cas9
α -Tubulin	CCAATCTCAATCGCCTTAT	CACCACATCACCACGGAAC	
TFT3	CCTTGGCTCGGAAGAACTAAC	CAGATGTTGCTGAAGGAATAAG	
sgRNArev /TFTtarget	GTTTTAGAGCTAGAAATAGCAAGTTAAAT	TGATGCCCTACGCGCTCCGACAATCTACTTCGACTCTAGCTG	CRISPR/Cas9
TFTfor/TF Trev	ATGGCGGTGGCACCGACGGC	GCAATTTGAGAATGCCATCA

# Supplementary material for: Dynamic changes of the Prf/Pto tomato resistance complex following effector recognition
**Source:** Nat Commun. 2023 May 4;14:2568. doi: 10.1038/s41467-023-38103-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files:

Supplementary Data 1: ETI transcriptional responses are compromised in tomato tft3 and prf3 mutants.

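This table gives, for each transcript it holds, an identifier, a description, the mean log2 level of each of the 6 groups, a call for each line after Pst DC3000, an adjusted p for each of these 3 comparisons, and the log2 level on each of the 18 arrays. Of its 26272 lines, the first 1323 were used here, and 24949 were not used. In 1315 of these the 18 levels equal those of the deposited table, and in 8 they are the levels of the neighbouring identifier, as 4 pairs of adjacent lines with exchanged values. In the 1315 lines, the 6-group model in limma gave each of the authors' calls again, 202 in Prf-SBP-FLAG, 132 in prf3 and 234 in tft3 2-2, with adjusted p values within 5.2e-07 of theirs. A line marked as unchanged can still hold a change: it marks a transcript that missed either the adjusted p or the 2-fold change in that line.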

# Supplementary material for: Dynamic changes of the Prf/Pto tomato resistance complex following effector recognition
**Source:** Nat Commun. 2023 May 4;14:2568. doi: 10.1038/s41467-023-38103-6
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	No custom software was used. The microarrays were imaged using an MS200 microarray scanner using the autogain feature of the NimbleScan software and (tiff) files were imported into the Agilent Feature Extraction software. The Luc imaging data collection was done using Image32 software version 5.34, Photek Ltd. For Chlorophyll Fluorescence Imaging data collection the CF Imager (Technologica Ltd, Colchester, UK) software was used.
Data analysis	No custom software was used. The MS/MS results were analyzed using Scaffold (version Scaffold_4.3.2; Proteome Software). The microarrays were analyzed using linear Models for Microarray Data (package limma in R). The qRT-PCR data were analyzed using MxPro qPCR Software (Agilent). The Luc imaging analysis was done using Image32 software version 5.34, Photek Ltd. All other data were plotted using microsoft excel.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. Data are uploaded on NCBI <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167378> and on the European Bioinformatics Institute (EBI) public proteomics database - PRIDE (username: , password: 5PV9Y77E).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	n/a
Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size were according to previously published work and each sample size is described in material and methods section and on figure legends.
Data exclusions	no data were excluded
Replication	all experiments were performed at 3 biological replicates and technical replicates when appropriate
Randomization	Plants were randomly selected for experiments
Blinding	no groups were allocated

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☒	Antibodies
☐	Eukaryotic cell lines
☐	Palaeontology and archaeology
☐	Animals and other organisms
☐	Clinical data
☐	Dual use research of concern

Methods

n/a	Involvement in the study
☐	ChIP-seq
☐	Flow cytometry
☐	MRI-based neuroimaging

Antibodies

Antibodies used	Mouse anti-FLAG (1:5000, Sigma), anti-cMyc-HRP (1:10000, Santa Cruz), anti-HA-HRP (1:1500, Santa Cruz), anti-GFP-HRP (1:10000, Santa Cruz), rabbit anti-phospho-p44/42 MAPKs (1:5000, Cell Signaling Technology) and rabbit anti-14-3-3 (1:2000, Argisera)
Validation	all antibodies were tested for specificity and that control is included in figures.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	n/a
Authentication	n/a
Mycoplasma contamination	n/a
Commonly misidentified lines<br>(See ICLAC register)	n/a

Palaeontology and Archaeology

Specimen provenance	n/a
Specimen deposition	n/a
Dating methods	n/a
☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.	
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	n/a
Wild animals	n/a
Reporting on sex	n/a
Field-collected samples	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	n/a
Study protocol	n/a
Data collection	n/a
Outcomes	a/a

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	n/a
Files in database submission	n/a
Genome browser session<br>(e.g. UCSC)	n/a

Methodology

Replicates	n/a
Sequencing depth	n/a
Antibodies	n/a

Peak calling parameters

n/a

Data quality

n/a

Software

n/a

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

n/a

Instrument

n/a

Software

n/a

Cell population abundance

n/a

Gating strategy

n/a

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Design type

n/a

Design specifications

n/a

Behavioral performance measures

n/a

Acquisition

Imaging type(s)

n/a

Field strength

n/a

Sequence & imaging parameters

n/a

Area of acquisition

n/a

Diffusion MRI

☐

Used

☐

Not used

Preprocessing

Preprocessing software

n/a

Normalization

n/a

Normalization template

n/a

Noise and artifact removal

n/a

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

Statistical modeling & inference

Model type and settings

n/a

Effect(s) tested	n/a
Specify type of analysis:	☐ Whole brain ☐ ROI-based ☐ Both
Statistic type for inference<br>(See Eklund et al. 2016)	n/a
Correction	n/a

Models & analysis

n/a	Involvement in the study
☐	☐ Functional and/or effective connectivity
☐	☐ Graph analysis
☐	☐ Multivariate modeling or predictive analysis
Functional and/or effective connectivity	n/a
Graph analysis	n/a
Multivariate modeling and predictive analysis	n/a

How the deposited data were processed for this re-analysis (not part of the article)

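Leaf RNA of 3 tomato lines, namely Prf-SBP-FLAG, tft3 2-2 and prf3, was measured 6 h after infiltration with Pst DC3000 or with 10 mM MgCl2, in 6 groups of 3 one-colour Agilent arrays. The condition of each array was taken from its sample label and the paper's methods. The methods name biological triplicates of the infiltrations, with 3 technical replicates for each. Which of these replicates 1 to 3 of a group are, and whether they are plants or pools, is not given in the sources used here. The number of arrays limits the precision of each value.

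The spot intensity values were made by the authors with Agilent Feature Extraction 12.0.3.2, per the file headers, as the median signal of a spot, the median of its local background and a signal corrected for background and spatial trend, with no scaling between arrays. The deposited log2 levels were made by the authors from such spot values with quantile normalization to 1 level per transcript, and the paper's methods name RMA, with background subtraction and median polish. The array carries 180880 spots, of which 4854 are controls, and 160453 different probes for 34619 transcripts. The deposited table holds 26272 of these transcripts and 0 columns of other samples. How the other 8347 transcripts were removed is not given in the sources used here. Levels recomputed from the spots correlated with the deposited ones at 0.9996 to 0.9999 per array after normexp background correction with an offset of 50, quantile normalization and the mean of a transcript's probes. RMA with median polish gave 0.9613 to 0.9709, and scaling each array to its 75th percentile gave 0.9864 to 0.9931. For these recomputed levels the median signal of a spot was used where a mean signal had been planned.

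The deposited log2 levels were used with no further normalization. A linear model with 1 mean for each of the 6 groups was fitted to all 18 arrays in limma 3.58.1, with R 4.3.3 and data.table 1.17.8, and empirical Bayes moderation. All adjusted p values in the text are Benjamini-Hochberg values from limma, taken over the 26272 transcripts for each comparison. A transcript was called at an adjusted p of at most 0.05 and a change over 2-fold, and the sets of the Venn diagram were built from the calls in each line without regard to direction. The difference in response between lines was tested as an interaction in the model with the same thresholds, and the untreated lines were compared in the same way. Both interactions use the Prf-SBP-FLAG arrays and are not independent of each other. Where no probe of a transcript was well above background on any array of a group, its change is given as at least the fold between the other group and the background level of those arrays. Other changes are given as fitted, and their size is uncertain where a group's level lies under the lowest level with all probes well above background.

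Each slide held either control or Pst arrays, with 2 to 4 arrays per slide on 6 slides. Replicate numbers were not used as pairs: between control and Pst arrays of 1 line and number, the deviations from the group means correlated at -0.18 to 0.11, and 8 of the 18 arrays correlated best with an array of their own number. Pst arrays of 1 number correlated between Prf-SBP-FLAG and tft3 2-2 (0.82, 0.336 and 0.603 for replicates 1 to 3) and were not paired in the model. The tft3 2-2 arrays lay alone on slides 3 and 6, so that slide and line cannot be told apart for that line. Control replicates 1 and 2 of tft3 2-2 are counted as 1 sample in means and SDs.

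Transcript names come from the descriptions in Supplementary Data 1, of which the first part alone was used here. The reference gene table holds 0 of the identifiers. The transcript of TFT3 could not be identified here, since no source used here pairs it with an identifier. Transcripts given without a description may include it. Transcripts are named by a fixed rule: for each line's response the highest and lowest log2 fold changes, for each set and each interaction the same, and the members of each gene list with the largest changes, among called transcripts with a description and with Pst arrays all beyond the control arrays. About 60 values of Supplementary Data 1 had been seen when the rule was set. Transcripts named outside the rule are said to be singled out. Of 37 gene lists, 29 had a member with a description and 10 had 5 or more. Tests of gene sets were planned and not run, since the descriptions cover 3.54% of the transcripts.

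On simulated data with 200 changed transcripts of 26272, the model called 81% at a log2 change of 1.5, 89.5% at 2 and 97.5% at 3 in a single line, with 3 to 10 false calls. The test of the difference between prf3 and Prf-SBP-FLAG called 50% at 1.5, 72.5% at 2 and 95.5% at 3. For tft3 2-2 it called 91.5% at 3.

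The sizes of the sets were also compared with simulated data in which 2 lines had the same fold changes and the fitted spreads. The same was done for the correlation between the 2 differences in response, with the same fold changes in all 3 lines. The simulated arrays were independent, or the Pst arrays of 1 replicate number shared errors at the correlation found in the data, which was 0.674 between Prf-SBP-FLAG and tft3 2-2, 0.213 between Prf-SBP-FLAG and prf3 and 0.138 between prf3 and tft3 2-2.

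The alternatives tried were the recomputed levels above, a filter that kept 17488 transcripts with probes well above background, slide as a random block, the slides that hold both prf3 and Prf-SBP-FLAG alone, the replicate number as a block in all arrays or in the Pst arrays of Prf-SBP-FLAG and tft3 2-2, leaving out each array in turn, a separate fit per line, other thresholds, a test against a 2-fold change, array weights, robust moderation, 1 adjustment over all lines, sets built from the interaction test, sets that need equal directions, and the near-identical tft3 2-2 control arrays averaged.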

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

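The tests of a single array and of thresholds in simulated data were chosen only after the result was seen, and the counts over other splits of the arrays were planned.

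Leaves without Prf differed from Prf-SBP-FLAG leaves in the size of their response to Pst DC3000 in 378 transcripts, 170 with a higher and 208 with a lower log2 change in prf3, by limma's test of the difference itself. Among 100 splits of the arrays between the 2 lines, made separately within control and Pst arrays, 6 gave as many transcripts, the real one included, with 979 as the highest of the others. The other 5 all kept the Pst arrays of each line together, and so kept any difference between the lines after Pst DC3000. They do not measure chance alone, and their number cannot decide whether chance gave the 378. Of the other 5, 4 exchanged Prf-SBP-FLAG control replicate 2 with a prf3 control array, alone or along with control replicate 3, and the 1 with 493 transcripts amounts to an exchange of Prf-SBP-FLAG control replicate 1 with prf3 control replicate 2. Splits that call more transcripts than the real one point to a structure of the samples. The splits ignored the replicate number, although the deviations of Pst arrays of 1 number correlated between these lines at 0.255, 0.218 and 0.133. Simulated lines with the same response and the fitted spreads gave a mean of 0.05 such transcripts with independent arrays and 0.1 with errors shared by Pst arrays of 1 number. No array stands apart in such simulated data. Slides 1 and 4, which hold arrays of both lines, have 1 control and 1 Pst array of Prf-SBP-FLAG. The spread of that line is unknown there, so that a fit to these slides alone cannot tell whether the difference holds within slides.

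Leaves without TFT3 differed from Prf-SBP-FLAG leaves in 4 transcripts by the same test, 2 with a higher and 2 with a lower log2 change in tft3 2-2. Of 100 splits, 16 gave as many or more, with 674 as the highest of the others, so that chance cannot be excluded. The 5 splits with the most transcripts each grouped Prf-SBP-FLAG control replicate 2 with tft3 2-2 control replicates 1 and 2, which again points to a structure of the samples. The splits ignored the replicate number, although the deviations of Pst arrays of 1 number correlated between these lines at 0.82, 0.336 and 0.603.

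A transcript near a threshold in both lines can be called in 1 of them alone, with no difference between the lines. In 20 simulated data sets with the fold changes of Prf-SBP-FLAG in both lines, the TFT3-dependent set held a mean of 983 transcripts (900 to 1044) with independent arrays and 804 (755 to 849) where Pst arrays of 1 replicate number shared errors as in the data, against 775 in the data, so that the size of this set is consistent with thresholds applied to lines with the same response. The median ratio of the log2 changes in this set, 0.602, lay below all simulated ratios (0.608 to 0.63 and 0.669 to 0.7), and the 1563 transcripts of tft3 2-2 alone exceeded the simulated means of 967 and 794. A weaker response of the 775 transcripts in tft3 2-2, the biological explanation that the design names, therefore cannot be told apart from thresholds here. The test of the difference called 1 of them, also with the replicate number as a block in the Pst arrays of these 2 lines. With array weights it called 353 of a set of 1193, and 11 with weights and tft3 2-2 control replicates 1 and 2 averaged. The median absolute log2 change of the 775 was 1.24 in Prf-SBP-FLAG and 0.815 in tft3 2-2. The test found 48.5% of simulated log2 differences of 1.5, and smaller ones, as are at stake here, were not simulated. The threshold simulations gave 1309 (1224 to 1398) and 1236 (1158 to 1313) Prf-dependent transcripts against 2958, so that thresholds alone did not give a set of that size.

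Prf-SBP-FLAG leaves of control replicate 2 differed from the other 2 control arrays of the line by an SD of 0.966 on the log2 scale, where no other array exceeded 0.678. An exchange with a Pst array of the line would leave a control array among these, and the lowest of them lay at 89.7 on the first principal component, beyond every control array, while uneven hybridisation or noisy spots would not repeat over the probes of a transcript, and the F ratio of transcripts over probes was at least 66.5. A part of the response to Pst, as from mixed or exposed leaves, followed 20.3% of the variance with the response of tft3 2-2 and 23.4% with that of prf3, and removing it left an SD of 0.862 and 0.845. An exchange with tft3 2-2 control replicate 3 would bring a low level of Solyc04g074510.2.1, the transcript lowest in tft3 2-2 by the Pst arrays alone, and its level on this array was 12.2. Another state of the leaves or of the RNA was not tested, and neither was a biological explanation.

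For the response within a line, 3 arrays against 3 allow 10 splits, too few for a share under 0.05. The real split was the 1 with the most called transcripts in each line, with 6445 in Prf-SBP-FLAG against 1 in the highest other split, 4362 in prf3 against 0, and 7358 in tft3 2-2 against 0. Between untreated lines the 10 splits are also too few. For prf3 the real count was 0 and the highest other 4, with all 10 splits as large, and for tft3 2-2 it was 8 and the highest other 1242, with 2 splits as large. That other split exchanged Prf-SBP-FLAG control replicate 2 with tft3 2-2 control replicate 3, which points to a structure of the samples.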

How the results depend on the processing

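The settings with averaged tft3 2-2 control arrays and the simulated thresholds, with shared errors among them, and the replicate number as a block in Pst arrays were chosen only after the result was seen, and the other settings were planned. Over 41 settings, 569 of 648 counts and correlations kept their value within the limit set for them, which is 1.5 times for a count, and no correlation changed sign. For the settings below, the cause was not tested unless it is named.

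Thresholds changed every count of called transcripts by construction. Without the 2-fold change, 11058 transcripts were called in Prf-SBP-FLAG, 8060 in prf3 and 12601 in tft3 2-2, with 6294 shared with prf3, 4764 Prf-dependent, 3297 TFT3-independent, 1467 TFT3-dependent, 1050 of prf3 alone and 2661 of tft3 2-2 alone. Tested against a 2-fold change, these counts were 2347, 1094, 2997, 895, 1452, 1153, 299, 129 and 911. Sets were also built from the test of the difference alone, among transcripts called in Prf-SBP-FLAG. These could be called in prf3 or not, so that they include transcripts shared with prf3. At any size, 300 differed in response from prf3, of which 299 did not differ from tft3 2-2 and 1 did. Over 2-fold, these counts were 287, 286 and 1.

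Recomputed RMA levels gave 6 untreated differences of prf3 and 0 TFT3-dependent transcripts with a called difference between lines, and scaling to the 75th percentile gave 0 of these and 914 transcripts of prf3 alone. With slide as a random block (correlation within a slide 0.107), the response differed between prf3 and Prf-SBP-FLAG for 227 transcripts, 110 of them Prf-dependent, and for 56 on slides 1 and 4 alone, with 1 control and 1 Pst array of Prf-SBP-FLAG, each assumed to vary like the arrays of prf3.

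Array weights ran from 0.0694 to 12.4. With them 1193 transcripts were TFT3-dependent, the response differed from Prf-SBP-FLAG for 3357 transcripts in prf3 and 2059 in tft3 2-2, untreated lines differed in 160 and 1560, 1500 Prf-dependent and 353 TFT3-dependent transcripts had a called difference, and the fold changes of prf3 and tft3 2-2 correlated at 0.781. With weights and the tft3 2-2 control replicates 1 and 2 averaged, the differences in response were 3402 and 54, those of untreated lines 209 and 22, and those within the sets 1532 and 11. Averaged without weights, the differences in response were 270 and 3. Averaged and without Prf-SBP-FLAG control replicate 2, they were 612 and 1, the untreated difference of prf3 was 3, and those within the sets were 262 and 0.

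The replicate number as a block gave 6536, 4447 and 7448 called transcripts, 383 and 4 differences in response, and 770 TFT3-dependent transcripts. As a block in the Pst arrays of Prf-SBP-FLAG and tft3 2-2 alone, whose deviations correlate by number, it gave 5 transcripts with a difference in response between these lines, 1 of them TFT3-dependent, among 769 TFT3-dependent transcripts. For prf3, whose Pst arrays are outside this block, it gave 1092 differences in response, 599 of them in Prf-dependent transcripts, where the spread shared by number is taken out of the error although it does not cancel between prf3 and Prf-SBP-FLAG.

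Leaving out each array in turn gave 5859 to 7440 called transcripts in Prf-SBP-FLAG, 3767 to 4650 in prf3 and 6886 to 7522 in tft3 2-2. The sets held 3113 to 4009 shared, 2445 to 3431 Prf-dependent, 1863 to 2480 TFT3-independent and 582 to 1120 TFT3-dependent transcripts, with 414 to 643 of prf3 alone and 1216 to 1898 of tft3 2-2 alone. Fold changes of Prf-SBP-FLAG correlated at 0.782 to 0.858 with prf3 and 0.901 to 0.945 with tft3 2-2, and those of prf3 and tft3 2-2 at 0.812 to 0.853. The simulated counts ran from 1205 to 1483 and from 951 to 1084.

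The difference between prf3 and Prf-SBP-FLAG ran from 168 to 927 transcripts. It was 233, 800 and 215 without Prf-SBP-FLAG control replicates 1, 2 and 3, and 927, 199 and 168 without its Pst replicates. It was 178 and 190 without prf3 control replicates 1 and 3, and 173 without prf3 Pst replicate 3. Prf-dependent transcripts with this difference ran from 80 to 540, with 110, 342 and 95 without the Prf-SBP-FLAG control arrays, 540, 95 and 80 without its Pst arrays, 85 and 95 without prf3 control replicates 1 and 3, 94 without prf3 Pst replicate 3 and 259 without tft3 2-2 Pst replicate 1. The difference between tft3 2-2 and Prf-SBP-FLAG ran from 3 to 44, and TFT3-dependent transcripts with it from 1 to 6, the highest of both without tft3 2-2 control replicate 3, where the near-identical control replicates 1 and 2 remain, and 2 without Prf-SBP-FLAG Pst replicate 2. Untreated differences ran from 0 to 3 for prf3, with 3 without Prf-SBP-FLAG control replicate 2, and from 6 to 260 for tft3 2-2, with 260 without tft3 2-2 control replicate 3, again with the near-identical pair.

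Spots well above background made up 45.22% of the probe spots on the array with the fewest and 52.26% on that with the most, and a change is given as a bound where no probe of a transcript was well above background on any array of 1 of the groups.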

Other observations

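The tests of Pst replicate 1, of the transcript that separates tft3 2-2 from the other lines and of the shared arrays were chosen only after the result was seen.

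Control leaves without TFT3 differed from Prf-SBP-FLAG control leaves, both given MgCl2, in 8 transcripts, 6 higher and 2 lower, by limma. An unadjusted p under 0.05 was found for 2072, where a share of 0.05 of all transcripts would have one by chance. None of the 8 has a description here, and those named next were singled out after their values were seen. Whether one of them is the transcript of the edited TFT3 gene could not be told here. Solyc04g074510.2.1 was lower in tft3 2-2 by a log2 difference of -3.15 (standard error 0.28, adjusted p = 0.00017), with 9.78 ± 0.21 (SD, n = 2) in tft3 2-2 and 12.88 ± 0.59 (SD, n = 3 arrays) in Prf-SBP-FLAG. Solyc11g006890.1.1 was lower by a log2 difference of -1.15 (standard error 0.17, adjusted p = 0.018), and Solyc04g081700.2.1 was higher by 2.97 (standard error 0.35, adjusted p = 0.0025). Solyc04g074510.2.1 was one of 2 transcripts called between the Pst arrays of the lines, with a log2 difference of -3.74 (adjusted p = 0.0078), and was at most 9.93 on each tft3 2-2 array and at least 12.2 on each array of the other lines. Solyc06g067910.2.1, not well above background in Prf-SBP-FLAG control leaves, was at least 9.86-fold higher in tft3 2-2 (adjusted p = 2.6e-05). The count of 8 became 260 without tft3 2-2 control replicate 3, which leaves the near-identical control replicates 1 and 2, counted as 1 sample, in that group, and 14 without Prf-SBP-FLAG control replicate 2.

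Control leaves without Prf differed from Prf-SBP-FLAG control leaves in 0 transcripts by limma. An unadjusted p under 0.05 was found for 955, where a share of 0.05 of all transcripts would have one by chance. Without prf3 control replicate 1 or without Prf-SBP-FLAG control replicate 2 the count was 3, and without Prf-SBP-FLAG control replicate 1 it was 1.

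Some transcripts of ribosome assembly rose both with and without Prf. Of 4 with a description, 2 rose in Prf-SBP-FLAG, 3 in prf3 and 2 in tft3 2-2, with equal numbers when adjusted over the list alone. The rRNA processing protein Solyc01g006170.2.1 rose by 1.83 in Prf-SBP-FLAG, 1.32 in prf3 and 2.51 in tft3 2-2 on the log2 scale (standard error 0.30, adjusted p = 2e-04, 0.0041 and 9.3e-06 from limma). Of 5 ribosomal proteins in a list meant for cytosolic ones, among them a protein described as mitochondrial, 0 passed limma's test in any line, also 0 when adjusted over the list alone, and 2, 1 and 2 had an unadjusted p under 0.05 in Prf-SBP-FLAG, prf3 and tft3 2-2. Of 8 transcripts in a list meant for dividing cells 0 passed that test, also 0 when adjusted over the list alone, and 2, 3 and 3 had an unadjusted p under 0.05. Apart from cyclin B1 these 8 are histone-modifying enzymes, so that the list says little about dividing cells. The 1 marker of epidermis and cuticle, a non-specific lipid-transfer protein (Solyc01g005990.2.1), had log2 fold changes of -2.41, -2.43 and -3.28 in Prf-SBP-FLAG, prf3 and tft3 2-2 (standard error 0.67) and was called in each line, also when adjusted over the list alone, and its call in Prf-SBP-FLAG was lost without control replicate 1 or 3 of that line. The 1 marker of phloem, a phloem lectin (Solyc00g048510.2.1), was called in tft3 2-2, also when adjusted over the list alone, at least 1.77-fold higher after Pst DC3000, a call lost without control replicate 1 or 2 or Pst replicate 2 or 3 of that line. That call was also lost with control replicates 1 and 2 averaged and with normexp levels. Whether the share of cell types differed was not tested.

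Some transcripts of the receptor-like kinase list and of calcium signalling were also called without Prf or TFT3. Of 31 transcripts described as receptor-like kinases, most of them also as RLP, 11 rose and 3 fell in prf3, and 11 rose and 5 fell in tft3 2-2, with equal numbers when adjusted over the list alone. Solyc01g005870.1.1, described as an LRR receptor-like kinase and as RLP, rose by 3.30 in Prf-SBP-FLAG and 3.28 in prf3 on the log2 scale (standard error 0.22), and was at least 13.8-fold higher after Pst DC3000 in tft3 2-2. Of 11 calcium signalling transcripts 1 rose in prf3 and 3 in tft3 2-2, and adjusted over the list alone 2 rose and 1 fell in prf3 and 4 rose in tft3 2-2. The caleosin Solyc01g005410.2.1, a calcium binding protein, rose by 2.10, 2.57 and 2.49 in Prf-SBP-FLAG, prf3 and tft3 2-2 (standard error 0.41). Of 20 transcripts of the light reactions 3 fell in prf3 and 2 in tft3 2-2, with equal numbers when adjusted over the list alone. The FHA domain protein Solyc01g009080.2.1 had log2 fold changes of -3.81, -3.76 and -4.83 in the 3 lines (standard error 0.42).

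A transcript of 1-aminocyclopropane-1-carboxylate synthase, of ethylene synthesis (Solyc00g095860.1.1), rose by 1.32 in Prf-SBP-FLAG (adjusted p = 0.015 from limma) and by 1.66 in tft3 2-2 (adjusted p = 0.0031), with 0.70 in prf3 (standard error 0.40), and the difference between prf3 and Prf-SBP-FLAG had an adjusted p of 0.67. Its call in Prf-SBP-FLAG was lost without control replicate 1 of that line and at an adjusted p of 0.01. Of 4 transcripts of ethylene synthesis this was the 1 that passed the test, also when adjusted over the list alone. Of 6 transcripts of jasmonate synthesis and JAZ proteins, 1 fell in Prf-SBP-FLAG and 1 rose in each mutant line, and adjusted over the list alone the fall in Prf-SBP-FLAG did not pass. The 5 transcripts of a list meant for salicylate signalling are all described as salicylic acid carboxyl methyltransferases, so that the list says little about signalling. Among them, 1 fell in Prf-SBP-FLAG and 1 rose in prf3, with equal numbers when adjusted over the list alone. Both calls are those of Solyc01g014320.2.1.

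Prf-SBP-FLAG and tft3 2-2 leaves of Pst replicate 1 departed from their other replicates in similar transcripts. Across transcripts, which are not independent replicates, the deviations of these 2 arrays correlated at 0.82, against 0.336 for replicate 2 and 0.603 for replicate 3, and with the deviation of prf3 Pst replicate 1 at 0.255 and 0.178. The slide would keep tft3 2-2 Pst replicate 1 near its slide mates, and it lay 2.19 times as far from them as they from each other, while a round of replicate 1 shared by control and Pst plants would show in the control arrays, where the median correlation with the Pst deviations was -0.042. Whether the Prf-dependent response was smaller in replicate 1 cannot be told: the deviation of tft3 2-2 Pst replicate 1 correlated at 0.562 with the difference in response of prf3 from Prf-SBP-FLAG fitted without Prf-SBP-FLAG Pst replicate 1, but errors shared by Pst arrays of 1 number give a positive value too. With Prf-SBP-FLAG Pst replicate 1 as the only Pst array of its line the correlation was -0.13, a value that such shared errors lower. With replicate 2 or 3 as the only one it was 0.5 and 0.591. Each single array was assumed to vary like the other groups. This was found and tested on the same arrays, deviations within a group sum to 0, and whether plants or handling differed was not tested.

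The response of prf3 and that of tft3 2-2 were each compared with the same Prf-SBP-FLAG arrays, so that errors in these move both differences together. Across transcripts, the 2 differences correlated at 0.272, where data simulated without a difference between lines gave a mean of 0.5 (0.483 to 0.514 in 20 simulations) with independent arrays and 0.406 (0.393 to 0.416) with errors shared by Pst arrays of 1 replicate number as in the data. Their covariance was 0.0866, below the 0.0973 (0.092 to 0.101) of independent arrays and above the 0.0606 (0.058 to 0.063) of shared errors, so that a shared effect of the 2 mutant lines is left open.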
